# Genome‐scale screening in a rat haploid system identifies *Thop1* as a modulator of pluripotency exit

**DOI:** 10.1111/cpr.13209

**Published:** 2022-03-11

**Authors:** Mei Xu, Yiding Zhao, Wenhao Zhang, Mengyang Geng, Qian Liu, Qian Gao, Ling Shuai

## Abstract

**Objectives:**

The rats are crucial animal models for the basic medical researches. Rat embryonic stem cells (ESCs), which are widely studied, can self‐renew and exhibit pluripotency in long‐term culture, but the mechanism underlying how they exit pluripotency remains obscure. To investigate the key modulators on pluripotency exiting in rat ESCs, we perform genome‐wide screening using a unique rat haploid system.

**Materials and Methods:**

Rat haploid ESCs (haESCs) enable advances in the discovery of unknown functional genes owing to their homozygous and pluripotent characteristics. REX1 is a sensitive marker for the naïve pluripotency that is often utilized to monitor pluripotency exit, thus rat haESCs carrying a *Rex1*‐GFP reporter are used for genetic screening. Genome‐wide mutations are introduced into the genomes of rat *Rex1*‐GFP haESCs via *piggyBac* transposon, and differentiation‐retarded mutants are obtained after random differentiation selection. The exact mutations are elucidated by high‐throughput sequencing and bioinformatic analysis. The role of candidate mutation is validated in rat ESCs by knockout and overexpression experiments, and the phosphorylation of ERK1/2 (p‐ERK1/2) is determined by western blotting.

**Results:**

High‐throughput sequencing analysis reveals numerous insertions related to various pathways affecting random differentiation. Thereafter, deletion of *Thop1* (one candidate gene in the screened list) arrests the differentiation of rat ESCs by inhibiting the p‐ERK1/2, whereas overexpression of *Thop1* promotes rat ESCs to exit from pluripotency.

**Conclusions:**

Our findings provide an ideal tool to study functional genomics in rats: a homozygous haploid system carrying a pluripotency reporter that facilitates robust discovery of the mechanisms involved in the self‐renewal or pluripotency of rat ESCs.

## 1 INTRODUCTION

Rats are ideal animal models for pharmacological and physiological studies due to their suitable size and similarity to humans.^1^ Authentic rat embryonic stem cells (ESCs) can be derived from preimplantation blastocysts with chemically defined 2i/LIF or 3i/LIF medium^2^, ^3^; these cells present a naïve pluripotent state and have the capacity to contribute to the germline. These germline‐competent rat ESCs greatly facilitate the production of transgenic rats because of their stem cell advantages,^4^, ^5^ which are beneficial for developmental and genetic studies in rats. Although rat ESCs show advanced differentiation potential in vivo, their differentiation in vitro is very difficult to achieve because of the severe apoptosis that occurs in this process.^3^, ^6^ This drastically hampers the application of rat ESCs in drug selection research in vitro. To differentiate rat ESCs in vitro, an embryoid body (EB)‐based method and cultivation in conditioned serum medium can be applied to produce differentiated rat cardiomyocytes and neural progenitors.^7^, ^8^ However, these strategies for the differentiation of rat ESCs in vitro are too complicated to be robust, mainly due to the unknown mechanisms underlying self‐renewal or pluripotency. It will be fascinating to investigate the key modulators or pathways involved in the self‐renewal or differentiation of rat ESCs.

Rat haploid ESCs (haESCs), which are recently successfully produced, are novel pluripotent stem cells with only one set of chromosomes. These cells enable the generation of a genome‐scale homozygous mutant library without allelic backups.^9^ Similar to rat haESCs, mouse haESCs can also be used to uncover essential targeting genes of critical biological processes, including pluripotency exit.^10^, ^11^ Although some groups have attempted to supplement the culture medium of rat ESCs to maintain self‐renewal and pluripotency more stably,^12^ even making rat ESCs capable of tetraploid complementation,^13^ the exact mechanisms underlying the effects of these approaches remain unknown. *Rex1* is a sensitive naïve pluripotency marker gene that is often used as a reporter to monitor self‐renewal or pluripotency exit^14^ and is recently found to be suitable for rat ESCs.^15^

In this study, we introduced a *Rex1‐*GFP reporter into rat haESCs and performed high‐throughput genetic screening of random differentiation. Multiple inserted genes and pathways involved in this process were revealed. The findings will be useful for investigating the mechanisms of self‐renewal or pluripotency exit.

## 2 RESULTS

### 2.1 The *Rex1*‐GFP reporter indicates the differentiation of rat HaESCs

We chose a rat haESC (RAH‐1)^9^ cell line with a high percentage of haploids (Figure S1A,B) and standard morphology (Figure 1A) to perform experiments. To construct the *Rex1‐*GFP vector, we designed a template including T2A (a coding sequence of a self‐cleaving linker peptide), a green fluorescent protein (GFP) gene and homologous recombination insertion sites located downstream of *Rex1* (Figure 2B). Next, we electroporated RAH‐1 cells with targeting vectors containing a Cas9‐GFP system and sorted GFP‐positive cells 2 days later for further culturing. After several rounds of enrichment of GFP‐positive cells by fluorescence‐activated cell sorting (FACS), successful homologous recombination of RAH‐1 with GFP downstream of *Rex1* (RAH‐1^GFP^) was achieved. Genotyping PCR further confirmed that RAH‐1^GFP^ carried a *Rex1*‐GFP reporter (Figure S1C). To assess the *Rex1*‐GFP reporter, we further investigated RAH‐1^GFP^ through daily culture and differentiation. Almost every colony of RAH‐1^GFP^ cells presented green fluorescence in long‐term culture when observed in a FITC channel (Figure S1D). The percentage of GFP‐positive cells among RAH‐1^GFP^ cells was as high as 97.3% according to FACS analysis (Figure 1C). Immunostaining for OCT4, NANOG and SSEA‐1 in RAH‐1^GFP^ cells demonstrated that pluripotency was not affected by insertion of the *Rex1*‐GFP reporter (Figure S1E).

**FIGURE 1:**
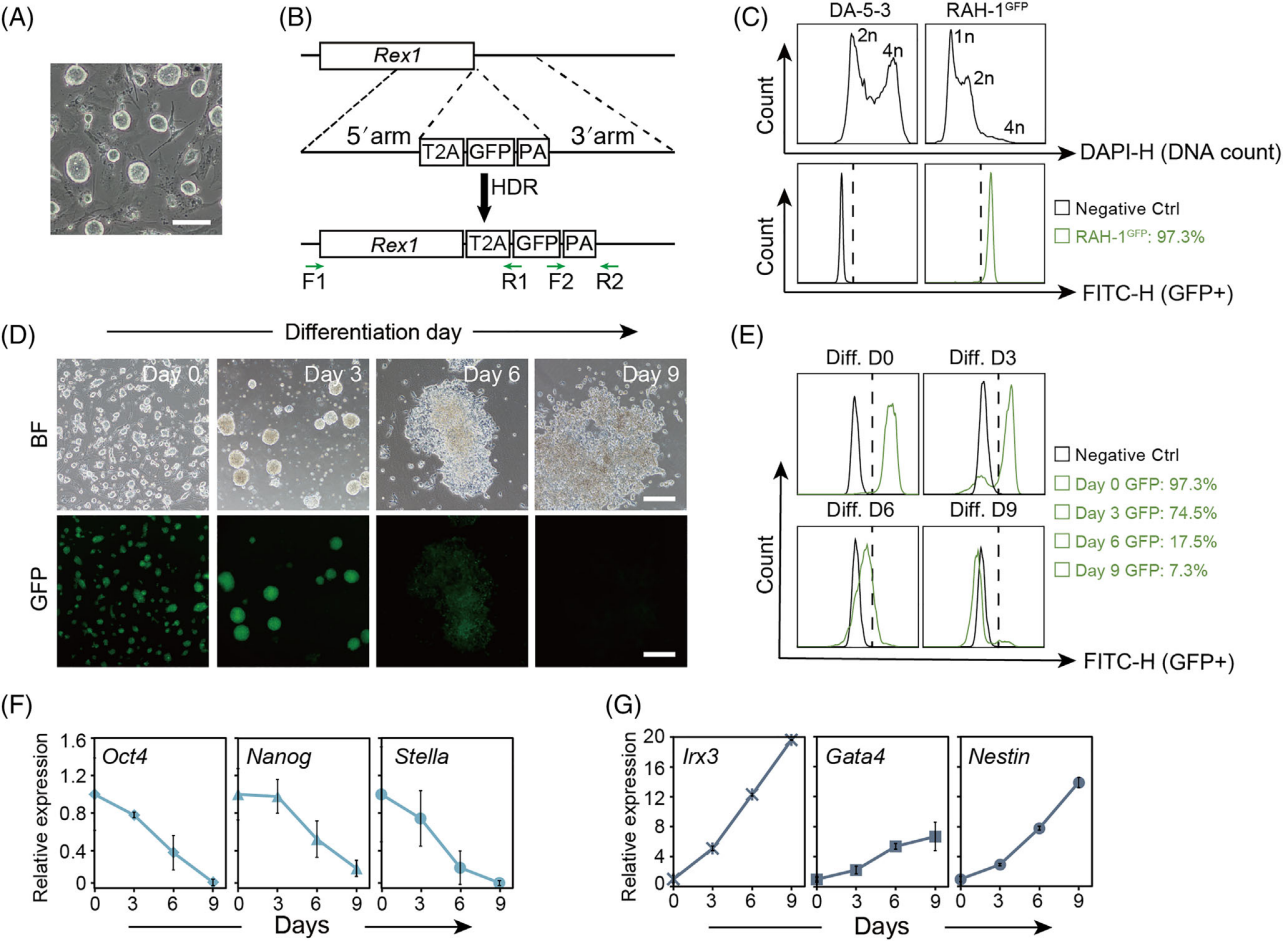
Establishment of rat haESCs carrying the *Rex1‐*GFP reporter. (A) Colonies of rat haESCs in brightfield (BF). Scale bar, 100 μm. (B) Schematic diagram of homologous combination of *Rex1‐GFP* template. (C) DNA content analysis of GFP‐positive cells in RAH‐1^GFP^. The percentage of GFP‐positive cells in RAH‐1^GFP^ was 97.3%, with GFP‐negative DA‐5‐3 (diploid) as a control. (D) BF and FITC‐channel images of cell cultures differentiated from RAH‐1^GFP^ on Day 0, Day 3, Day 6 and Day 9. Scale bar, 100 μm. (E) FACS analysis of GFP‐positive cells in cell cultures differentiated from RAH‐1^GFP^ on Day 0, Day 3, Day 6 and Day 9. The percentages of GFP‐positive cells were 97.7%, 74.5%, 17.5% and 7.3%, respectively. (F) The expression levels of pluripotent genes (*Oct4*, *Nanog* and *Stella*) in cell cultures differentiated from RAH‐1^GFP^ on Day 0, Day 3, Day 6 and Day 9. (G) The expression levels of differentiation genes (*Irx4*, *Gata4* and *Nestin*) in cell cultures differentiated from RAH‐1^GFP^ on Day 0, Day 3, Day 6 and Day 9

**FIGURE 2:**
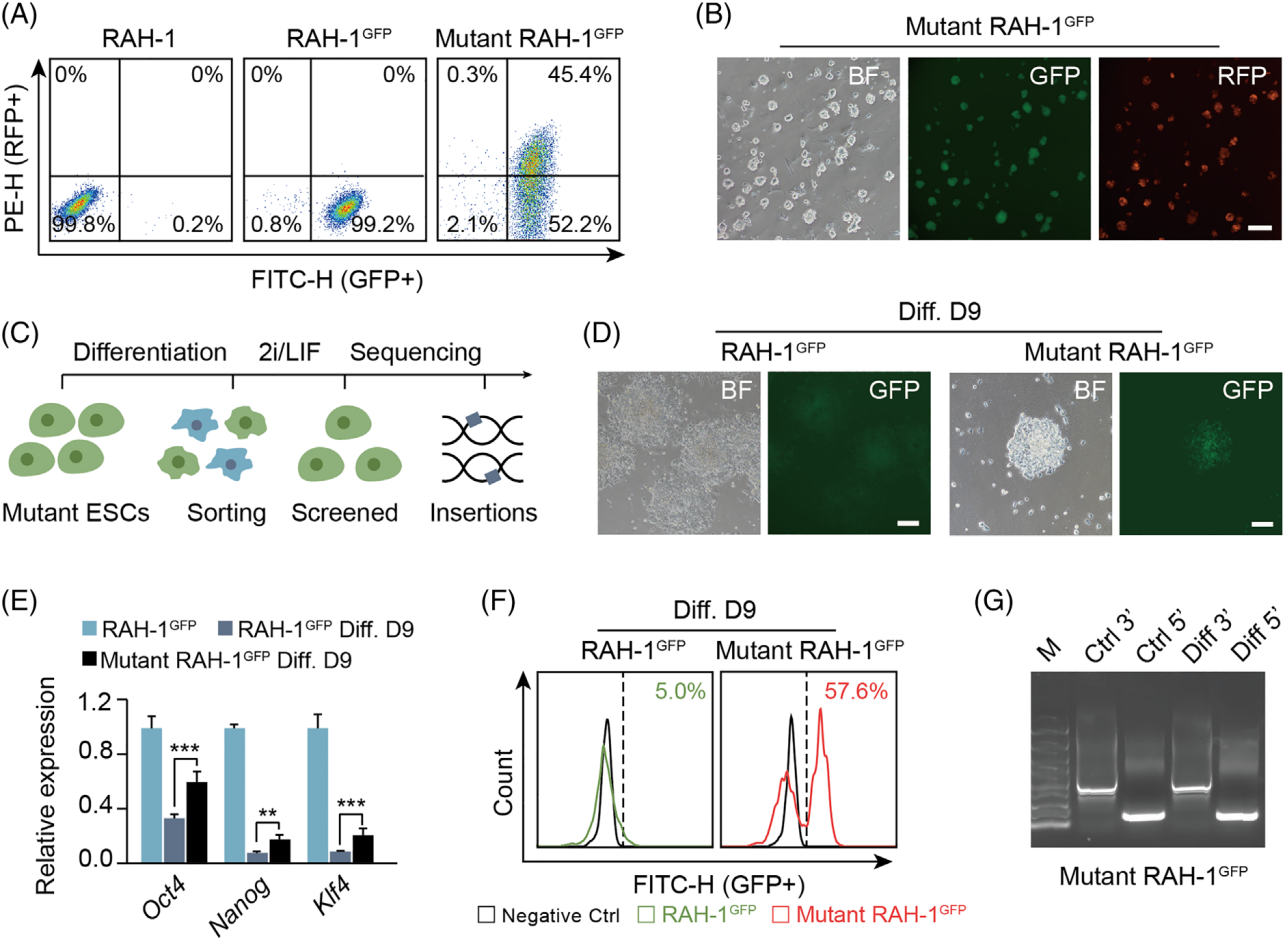
Genetic screening of mutations retarding pluripotency exiting using *Rex1‐*GFP rat haESCs. (A) Enrichment of GFP and RFP double positive (45.4%) cells to obtain mutant RAH‐1^GFP^ by FACS. (B) The images of mutant RAH‐1^GFP^ after sorting in different channels (BF, FITC and TRITC). Scale bar, 100 μm. (C) Schematic overview of the genetic screening of pluripotency exiting with mutant RAH‐1^GFP^. (D) Comparison of differentiated cells on Day 9 between RAH‐1^GFP^ and mutant RAH‐1^GFP^ in BF and FITC‐channel. Scale bar, 100 μm. (E) The expression levels of pluripotent genes (*Oct4*, *Nanog* and *Klf4*) in differentiated cells (from RAH‐1^GFP^ and mutant RAH‐1^GFP^, respectively), with the RAH‐1^GFP^ as a control. *t* test, **p < 0.01, ***p < 0.001. The data were represented as the mean ± SEM. (F) Enrichment of GFP‐positive cells (57.6%) from differentiated cells on Day 9 in mutant RAH‐1^GFP^ group by FACS. FACS of RAH‐1^GFP^ and mutant RAH‐1^GFP^ at differentiation Day 9. (G) Splinkerette PCR products of the screened insertions with controls. Mutant RAH‐1^GFP^ cells before screening were used as controls

Thereafter, we initiated random differentiation of RAH‐1^GFP^ cells according to a previous protocol^7^ with slight modification for 9 days. The green fluorescence in the differentiated cell cultures decreased gradually over time, especially after attachment of EBs (Figure 1D). FACS analysis of the GFP‐positive cells during this process (which decreased from 97.7% to 7.3%) further confirmed this observation (Figure 1E). The quantitative PCR (qPCR) results also suggested that the expression levels of pluripotency genes (*Oct4*, *Nanog* and *Stella*) in differentiated cell cultures decreased over time (Figure 1F), whereas the expression levels of differentiation genes (*Irx3, Gata4* and *Nestin*) increased over time (Figure 1G). Together, these results showed that the *Rex1‐*GFP reporter was a visible tool that could be used to monitor pluripotency and differentiation of rat ESCs efficiently.

### 2.2 Using RAH‐1^GFP^ cells to discover genes restricting pluripotency exit

To achieve genome‐wide mutations, we utilized the PB transposon system to introduce mutations into the RAH‐1^GFP^ cells for subsequent genetic screening. Into a PB vector (PB‐SA‐RFP) carrying a *tdTomato* gene (expressing red fluorescent protein [RFP]) was inserted an SA (splice acceptor) sequence^16^ to improve the efficiency of gene trapping (Figure S2A). To acquire homozygous mutants, we chose RAH‐1^GFP^ cells with a high percentage of haploid cells to perform gene trapping. Approximately 1 × 10^7^ RAH‐1^GFP^ cells were electroporated with the PB‐SA‐RFP and PBase plasmids. Transfected haESCs were further cultured for 5–7 days to stably integrate the PB vectors into the genomes. The cells expressing RFP were mutated by the PB‐SA‐RFP vectors. A total of 45.4% of cells were double‐positive for RFP and GFP in the cell cultures of transfected haESCs, which were sorted by FACS for further culture (Figure 2A). The sorted cells presented double positivity for GFP and RFP by observation (Figure 2B) and were expanded to meet the cell number requirements of next‐generation sequencing (NGS). Thereafter, we conducted random differentiation with these mutant RAH‐1^GFP^ cells as indicated (Figure 2C). Approximately 9 days post differentiation, GFP‐positive cells were still observed among differentiated mutant RAH‐1^GFP^ cells, whereas GFP‐positive cells were only observed among differentiated RAH‐1^GFP^ cells (Figure 2D). qPCR analysis suggested that the expression levels of pluripotency genes (*Oct4*, *Nanog* and *Klf4*) in cells differentiated from mutant RAH‐1^GFP^ cells were significantly higher than those in cells differentiated from RAH‐1^GFP^ cells (Figure 2E). This demonstrated that mutant RAH‐1^GFP^ cells were arrested at differentiation, albeit under random differentiation conditions.

To further investigate the differentiation‐arrested RAH‐1^GFP^ mutants, we harvested GFP‐positive cells (57.6% by FACS) from among cells differentiated from mutant RAH‐1^GFP^ cells and plated them back onto feeder cells with 2i/LIF medium (Figure 2F). Typical rat ESC colonies emerged from the cell cultures of sorted cells nearly 2–3 days later, which we termed the screened library. To analyse the inserted genes preliminarily, we randomly picked 10 subclones from the screened library and performed inverse PCR. Multiple apparent and different insertion fragments were observed after inverse PCR (Figure S2B), which were further sequenced to reveal the inserted genes. Several inserted genes, including *Cacna1b* and *Dact1*, were identified, indicating that mutations involved in random differentiation of rat ESCs could be detected in our system (Figure S2C). Next, we performed splinkerette PCR^17^ with the screened library mixture to prepare samples for NGS. The products of splinkerette PCR showed smeared bands, suggesting that our mutations covered a large proportion of the genome (Figure 2G).

Our splinkerette PCR products were sent to a local company for NGS, the raw data of which were analysed according to previous reports.^17^, ^18^ According to deep sequencing, approximately 5 million independent insertions located at 18,000 genes were identified. Nearly 50% of the PB‐SA‐RFP vectors were inserted in the sense orientation, and the rest were inserted in the antisense orientation (Figure 3A). A total of 53.7% of the PB‐SA‐RFP vectors integrated into gene bodies (including in the 5′ UTR, 0.9%; promoter, 3.9%; exons, 9.8%; introns, 37.3% and 3′ UTR, 1.8%), and 46.3% integrated into intergenic regions (Figure 3B). An enrichment analysis with KEGG pathway databases revealed that most inserted genes were related to GABAergic synapses, oxytocin signalling pathways, Ras signalling pathways, and so on. (Figure 3C). To comprehensively understand the inserted genes, we analysed them according to previously reported pluripotency‐related pathways (the MAPK, Wnt, JAK–STAT and other pathways). Multiple inserted genes, including *Smpd4*, *Igfbp4*, and so forth, were enriched in these pathways (Figure 3D). To validate the list of inserted genes, we found the top 10 frequently inserted genes (Figures 3E,F and S3A) and analysed their expression levels in rat wild‐type ESCs (WT‐ESCs, DA‐5‐3)^19^ and RAH‐1 cells by qPCR analysis. The qPCR results showed that *Thop1* was highly expressed in both DA‐5‐3 and RAH‐1 cells (Figure 3G), which has not been reported relative to pluripotency to date. We were very interested in addressing whether *Thop1* played essential roles in the pluripotency exit of rat ESCs.

**FIGURE 3:**
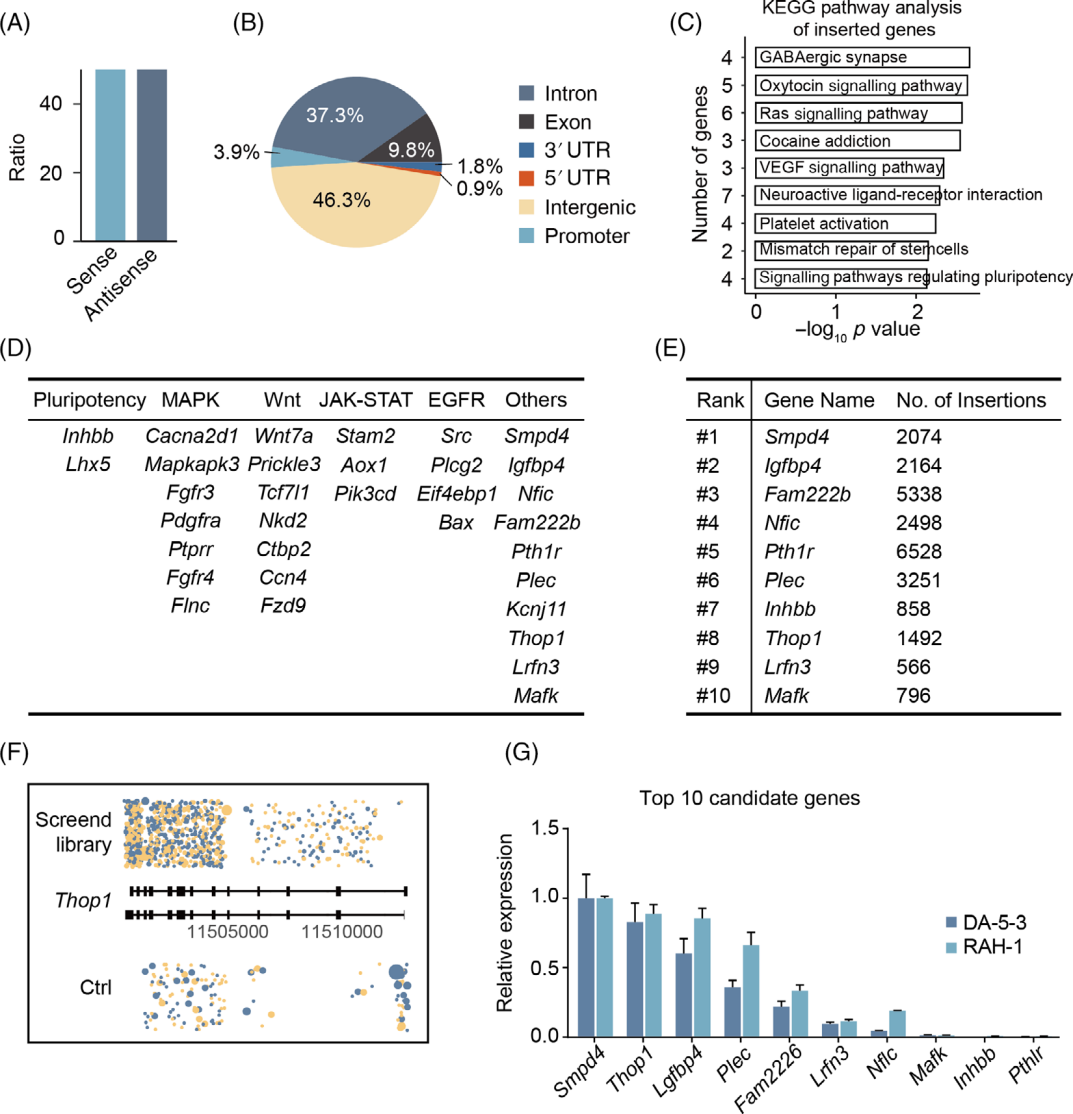
Bioinformatics analysis of insertion sites in the mutant RAH‐1^GFP^. (A) The proportion of the insertional orientations (sense/antisense). (B) The proportion of integration sites across the whole genome. (C) KEGG analysis of the trapped genes mapping to different pathways with frequency. (D) Summary of the top 500 trapped genes mapped to critical pathways related to pluripotency. (E) List of the top 10 trapped genes analysed from the mutant RAH‐1^GFP^. (F) Identified hits located to *Thop1* in screened libraries and control groups. (G) Expression levels of the top 10 trapped genes in DA‐5‐3 and RAH‐1

### 2.3 Disruption of *Thop1* retards pluripotency exit in rat ESCs

To test whether our candidate inserted genes were related to pluripotency exit of rat ESCs, we chose one of the candidate genes (*Thop1*) to perform proof‐of‐principle validation experiments. *Thop1* is a coding gene encoding thimet oligopeptidase (THOP1), which is mainly expressed in the testes and the brain^20^ and is conserved in many species, including rats.^21^ THOP1 is a zinc metallopeptidase that metabolizes a number of bioactive peptides and degrades peptides released by the proteasome but has not been found to be involved in pluripotency exit. Well grown DA‐5‐3 cells were labelled with the same *Rex1*‐GFP reporter for further investigations (Figure S4A). To delete *Thop1* in DA‐5‐3^GFP^ cells, we transfected DA‐5‐3^GFP^ cells with Cas9‐puro specific sgRNA vectors (Figure S4B). Puromycin‐selected resistant colonies (Figure S4C) were randomly picked, and genotyping was performed. We obtained three *Thop1*‐knockout (KO) subclones with which to perform subsequent experiments (Figure 4A–C). Importantly, *Thop1*‐KO did not affect the *Rex1*‐GFP reporter, as indicated by FACS analysis (Figure S4D). Next, we performed random differentiation with *Thop1‐*KO^GFP^ and DA‐5‐3^GFP^ cells for 9 days as previously described. *Thop1‐*KO^GFP^ cells presented differentiation retardation, and some cells in the cell cultures still expressed GFP on Day 9. In contrast, DA‐5‐3^GFP^ cells did not show this phenotype under the same conditions (Figure 4D). FACS analysis of GFP‐positive cells on Day 9 of differentiation further confirmed this result (Figures 4E and S4E). The qPCR results demonstrated that cells differentiated from *Thop1‐*KO^GFP^ cells had higher expression levels of pluripotency genes (*Oct4* and *Klf4)* and lower expression levels of differentiation genes (*Irx3*, *Nestin* and *T*) than those differentiated from DA‐5‐3^GFP^ cells (Figure 4F,G). In addition, the cell viability of cells differentiated from *Thop1‐*KO^GFP^ cells was also higher than that of cells differentiated from DA‐5‐3^GFP^ cells on Day 9 (Figure 4H). Overall, deletion of *Thop1* could indeed retard the differentiation of rat ESCs.

**FIGURE 4:**
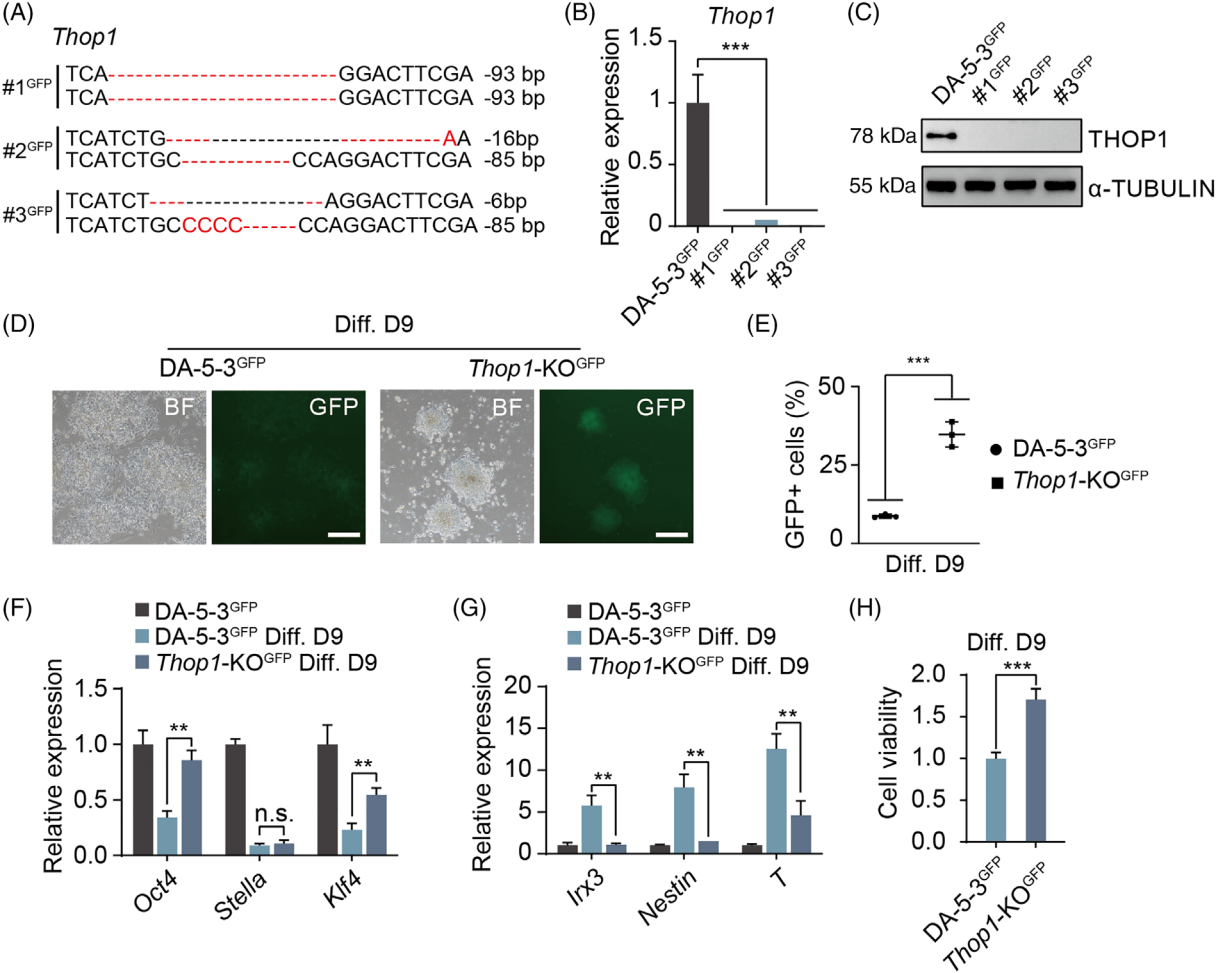
Differentiation of *Thop1*‐KO Rat ESCs. (A) Genotyping analysis of three *Thop1*‐KO subclones (#1^GFP^, #2^GFP^ and #3^GFP^) by DNA sequencing. (B) The expression levels of *Thop1* in #1^GFP^, #2^GFP^ and #3^GFP^ with DA‐5‐3^GFP^ as a control. *t* test, ***p < 0.001. The data were represented as the mean ± SEM. (C) Western blotting analysis of THOP1 in #1^GFP^, #2^GFP^ and #3^GFP^ with DA‐5‐3^GFP^ as a control. α‐TUBULIN was used as a loading control. (D) Comparison of differentiated cells on Day 9 between *Thop1*‐KO^GFP^ and DA‐5‐3^GFP^ in BF and FITC‐channel. Scale bar, 100 μm. (E) FACS analysis of GFP‐positive cells in differentiated cells on day 9. The percentage of GFP‐positive cells in *Thop1*‐KO^GFP^ was 34.7% averagely, while that in DA‐5‐3^GFP^ group was 8.7%, respectively. *t* test, ***p < 0.001. The data were represented as the mean ± SEM. (F) The expression levels of pluripotent genes (*Oct4*, *Stella* and *Klf4*) in differentiated cells on Day 9 (from DA‐5‐3^GFP^ and *Thop1‐*KO^GFP^). DA‐5‐3^GFP^ as control. *t* test, **p < 0.01. The data were represented as the mean ± SEM. (G) The expression levels of differentiation genes (*Irx3*, *Nestin* and *T*) in differentiated cells on Day 9 (from DA‐5‐3^GFP^ and *Thop1‐*KO^GFP^). DA‐5‐3^GFP^ as control. *t* test, **p < 0.01. The data were represented as the mean ± SEM. (H) Cell viability of the differentiated cells from DA‐5‐3^GFP^ and *Thop1‐*KO^GFP^ on Day 9. *t* test, ***p < 0.001. The data were represented as the mean ± SEM

### 2.4 *Thop1* modulates phosphorylation of ERK1/2 to affect the differentiation of rat ESCs

To determine the changes caused by *Thop1*‐KO, we compared the transcriptomes between *Thop1*‐KO^GFP^ and DA‐5‐3^GFP^ cells by RNA sequencing (RNA‐seq) analysis. 

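Poly(A) RNA was sequenced from 1 library of DA-5-3 GFP, the rat ESC line DA-5-3 carrying the *Rex1*-GFP reporter, and from 1 library of each of 3 *Thop1*-KO GFP subclones (#1, #2 and #3), which were derived from that line with Cas9. The paper describes DA-5-3 as diploid, whereas the description deposited with the data calls the sequenced cells haploid. The paper's methods describe culture of its rat ESCs on feeder cells in 2i/LIF medium. After removal of noise and adaptors by the authors, the reads on each gene were counted and deposited as raw counts, together with FPKM values made from the same counts. The aligner, the genome build and the annotation version of the RNA-seq are not named in the paper's text. The table lists 34773 genes, of which 1890 were added by the authors to the annotated ones, and 19903 have at least 1 count. The counts on genes summed to 15405499 in DA-5-3 GFP, 17372676 in #1, 16525074 in #2 and 17936544 in #3. The counts were normalized by edgeR's TMM method, and 15028 genes passed its filter on low counts. The subclones were compared with DA-5-3 GFP by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Since the control has 1 library, the spread between replicates comes from the 3 subclones alone. An exact one-sided permutation test of 1 library against 3 cannot give a p-value under 0.25, so every adjusted p-value rests on the variance model.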

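*Thop1* (ENSRNOG00000019924) lies on the minus strand of chromosome 7 from 11501146 to 11513581 in the deposited annotation, with 2489 bases of exon sequence. It is protein coding and overlaps no other gene of the table. The nearest genes are *Creb3l3*, 1863 bases below its start coordinate, and *Sgta*, 8416 bases above its end coordinate. In TMM-normalized CPM, *Thop1* was at 110 in #1, 92.5 in #2, 149 in #3 and 370 in DA-5-3 GFP. These values were 29.7%, 25.0% and 40.3% of the control in #1, #2 and #3. The log2 fold change of *Thop1* was -1.66 (standard error 0.29, adjusted p = 0.0187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.87 and -1.51 with each subclone left out in turn. Among the alternatives, the adjusted p-value of *Thop1* was largest with limma on log2(FPKM + 1) without a filter on low values, at 0.204. It was smallest with DESeq2's Wald test, at 7.95e-05. The limma fit without a filter includes 14870 genes with an FPKM of 0 in every library, which limits its use as a comparison. Counts on the gene do not show whether the remaining transcripts carry the Cas9-induced deletions.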

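The transcriptomes of the 4 libraries were compared by Pearson's correlation of log2(FPKM + 1) across the 34773 genes of the table. Between subclones of *Thop1*-KO GFP, the correlation was 0.981 for #1 and #2, 0.990 for #1 and #3, and 0.986 for #2 and #3. With DA-5-3 GFP, it was 0.945 for #1, 0.957 for #2 and 0.949 for #3. The mean was 0.986 ± 0.0048 (SD over 3 pairs) between subclones and 0.950 ± 0.0057 (SD over 3 pairs) with the control. Every pair of subclones lay above every pair with the control. No p-value is given, because genes are not independent replicates and the 3 pairs with the control share 1 library. The mean with the control moved most when only the 13682 genes with an FPKM of at least 1 in at least 1 library were used, to 0.895, while the mean between subclones was then 0.970. The chi-square statistic of the counts per degree of freedom was 22.4 to 66.7 between subclones and 125 to 184 between a subclone and the control, so no pair of libraries differed by as little as sampling noise. With each library in turn taken alone against the other 3, edgeR's quasi-likelihood test called 2072 genes for DA-5-3 GFP and 0 genes for each subclone, at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05 the numbers were 5110 for DA-5-3 GFP, 184 for #1, 115 for #2 and 40 for #3. When a subclone is taken alone, the control is 1 of the other 3 libraries and widens their spread.

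**Figure D1:**
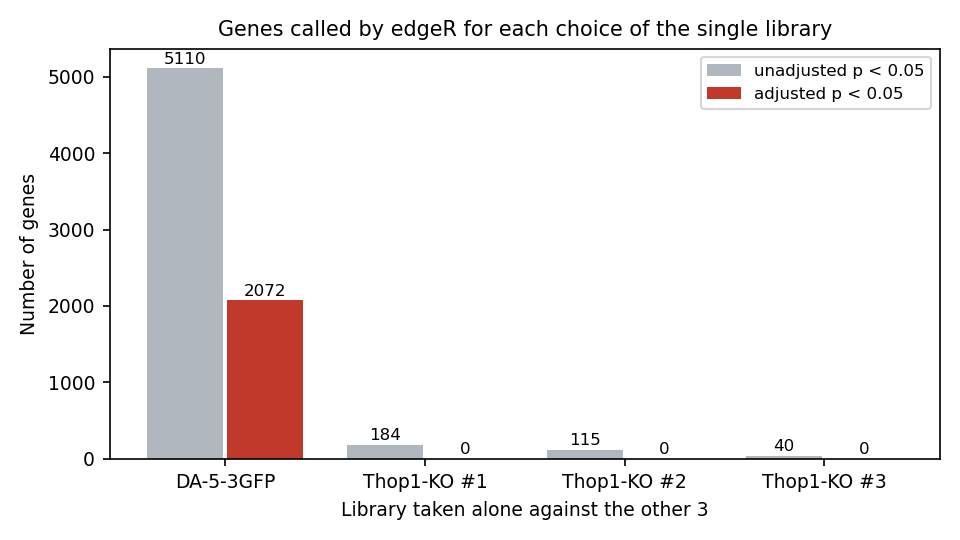
Number of genes called by edgeR (vertical axis) when each of the 4 libraries (horizontal axis) is taken alone against the other 3, at an unadjusted p-value under 0.05 (grey bars) and at an adjusted p-value under 0.05 (red bars). The bars for DA-5-3 GFP stand at 5110 and 2072 genes, and those for the subclones at 184 and 0, 115 and 0, and 40 and 0.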

The transcriptome levels showed that the three lines of *Thop1*‐KO^GFP^ cells (#1^GFP^, #2^GFP^ and #3^GFP^) were well reproducible and significantly distinct from DA‐5‐3^GFP^ cells (Figure 5A). 

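Of the 15028 genes tested, 2072 were called at an adjusted p-value under 0.05 between the 3 libraries of *Thop1*-KO GFP and the 1 library of DA-5-3 GFP by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these DEGs, 1295 were higher and 777 lower in *Thop1*-KO GFP. The total moved most with limma on log2(FPKM + 1) without a filter, to 218 higher and 605 lower, and with an unadjusted p-value under 0.05 and a fold change of 2 in edgeR, to 2443 higher and 1597 lower. The limma fit without a filter includes 14870 genes with an FPKM of 0 in every library, which enter its variance estimates and its adjustment. DESeq2 called 1987 higher and 1019 lower, and 2033 genes were called by both DESeq2 and edgeR. The control lay below all 3 subclones in 5720 genes and above all 3 in 5655, together 75.7% of the genes tested, where chance gives 50%. *Esrrb*, *Nek2*, *Usp22* and *Nudcd3* were among the 5 up-regulated genes with the smallest p-values. The 5 down-regulated genes with the smallest p-values were *Pdcd5*, *Trh*, *Haus1*, *LOC499235* and AABR07063425.2, each with an adjusted p of 0.00678 from the same test. *Trh* (ENSRNOG00000011824, chromosome 4, 124110716 to 124113242) had 3, 10 and 10 counts in #1, #2 and #3 and 1039 in the control, a log2 fold change of -7.30 (standard error 0.47). *Pdcd5* (ENSRNOG00000013250, chromosome 1, 91173473 to 91178801), whose name stands for programmed cell death 5, had 5, 7 and 11 counts in the subclones and 621 in the control, a log2 fold change of -6.55 (standard error 0.41). *Haus1* followed with a log2 fold change of -5.88 and *LOC499235* with -3.69. AABR07063425.2, listed as a miRNA gene of 57 bases, had a log2 fold change of -3.10 and overlaps AABR07063425.3, so its counts are uncertain.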

We further analysed the differentially expressed genes (DEGs) of *Thop1*‐KO^GFP^ and DA‐5‐3^GFP^ cells that were associated with pluripotency and apoptosis. 

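*Esrrb* (ENSRNOG00000010259) lies on the plus strand of chromosome 6 from 110410141 to 110455906. Its expression was 315 ± 24.6 CPM (SD, n = 3 subclones) in *Thop1*-KO GFP and 15.9 in the 1 library of DA-5-3 GFP. The log2 fold change of *Esrrb* was 4.30 (standard error 0.30, adjusted p = 0.00678 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4.25 to 4.37 with each subclone left out in turn. *Setdb1* (ENSRNOG00000021143), on the minus strand of chromosome 2 from 196495867 to 196527127, was at 96.9 ± 11.9 CPM (SD, n = 3) against 36.6. Its log2 fold change was 1.40 (standard error 0.29, adjusted p = 0.0278 from the same edgeR test). *Setdb1* overlaps *Cers2* in the annotation, so reads in the shared stretch could have been counted on either gene. With each library corrected for gene length, the adjusted p-value of *Setdb1* was 0.0570. Under limma it was 0.0521 on log2(FPKM + 1), 0.0539 on log2(FPKM + 0.1) and 0.135 on log2(FPKM + 1) without a filter. *Setdb1* thus lost its call under these settings and kept it under every other alternative tested.
*Bax* (ENSRNOG00000020876), on the minus strand of chromosome 1 from 101451802 to 101457207, was at 364 ± 25.6 CPM (SD, n = 3) in *Thop1*-KO GFP and 576 in DA-5-3 GFP. The log2 fold change of *Bax* was -0.66 (standard error 0.21), and its adjusted p-value of 0.0776 from edgeR's quasi-likelihood test did not pass 0.05. With upper quartile normalization in place of TMM *Bax* passed, with an adjusted p-value of 0.0446 from edgeR. For all 3 genes the control library lay outside the range of the 3 subclones.

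**Figure D2:**
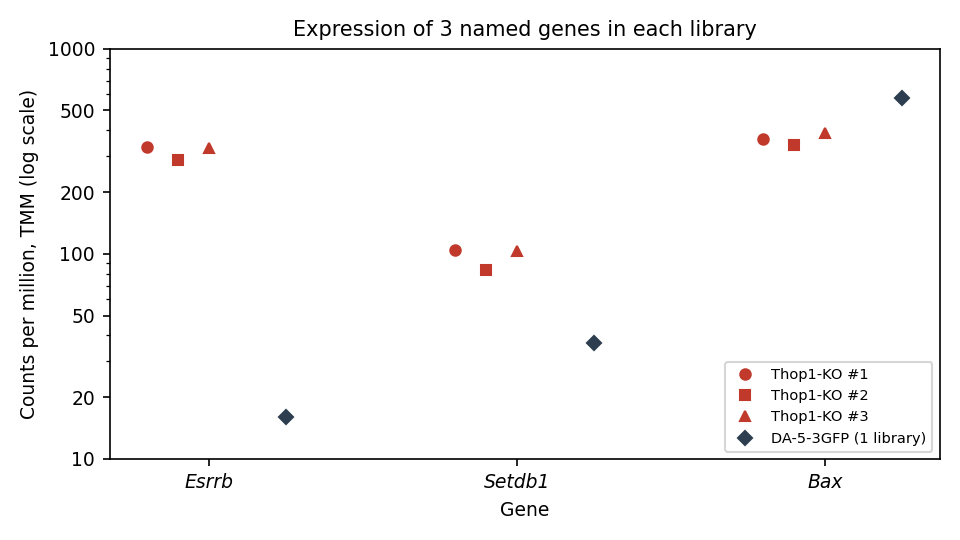
Expression of *Esrrb*, *Setdb1* and *Bax* (horizontal axis) in TMM-normalized CPM on a log scale (vertical axis). Red symbols are the 3 subclones of *Thop1*-KO GFP and the dark diamond is the 1 library of DA-5-3 GFP, which lies below the subclones for *Esrrb* (15.9) and *Setdb1* (36.6) and above them for *Bax* (576).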

According to the heatmaps, some pluripotency genes (including *Setdb1*, *Esrrb*, etc.) were significantly up‐regulated in *Thop1*‐KO^GFP^ cells (Figure 5B), while some apoptosis genes (including *Bax*, *Tp53*, etc.) were down‐regulated in these cells (Figure 5C). Given that rat *Thop1*‐KO ESCs showed slower differentiation than WT‐ESCs, it was very important to address how *Thop1*‐KO prevented pluripotency exit in rats. We further analysed whether the DEGs of *Thop1*‐KO^GFP^ and DA‐5‐3^GFP^ were involved in the MAPK pathway, the GSK3 pathway and the JAK–STAT pathway (three core pathways related to self‐renewal of rat ESCs). Interestingly, we found that many well‐known genes (*Dusp9*, *Dusp1*, *Cyld*, etc.) from the DEGs located to the MAPK pathway, instead of the GSK3 pathway and JAK–STAT pathway (Figure 5D). 

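Among the genes marked for the MAPK pathway in Fig. 5D, *Map2k7*, *Fgfr3* and *Igf2* were called at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and *Dusp9*, *Dusp1*, *Cyld* and *Fgf19* were not. Each of these 7 genes was higher in all 3 subclones than in the 1 library of DA-5-3 GFP. *Map2k7* was at 43.2 ± 6.00 CPM (SD, n = 3 subclones) against 2.62 in the control, a log2 fold change of 4.04 (standard error 0.40, adjusted p = 0.00678 from the same edgeR test). *Fgfr3* was at 70.1 ± 19.6 (SD, n = 3) against 7.40, a log2 fold change of 3.24, and *Igf2* at 72.0 ± 28.9 (SD, n = 3) against 14.3, a log2 fold change of 2.33.
*Dusp9* was at 11.0 ± 4.20 CPM (SD, n = 3) against 3.70, a log2 fold change of 1.57 (standard error 0.55, adjusted p = 0.101 from edgeR's quasi-likelihood test). For *Dusp1*, 5.92 ± 2.51 (SD, n = 3) stood against 1.21, a log2 fold change of 2.28 (standard error 0.69, adjusted p = 0.0729 from the same edgeR test). *Cyld* had 7.67 ± 1.43 (SD, n = 3) against 2.69, a log2 fold change of 1.51 (standard error 0.46, adjusted p = 0.0732 from the same edgeR test). DESeq2's Wald test, the tool named in the paper's methods, called *Dusp9*, *Dusp1* and *Cyld*, with adjusted p-values of 0.0362 for *Dusp9*, 0.0152 for *Dusp1* and 0.0464 for *Cyld*. They were also called in the edgeR test when the p-values were adjusted over the list alone, which is not independent evidence because the genes were picked from these libraries. The paper states that many DEGs belong to the MAPK pathway, and then tests *Thop1*-KO GFP cells in media lacking PD0325901, CHIR99021 or LIF. From those cultures it proposes that *Thop1*-KO has an effect like that of PD0325901, and from the p-ERK blots it proposes that *Thop1*-KO was able to inhibit p-ERK.

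**Figure D3:**
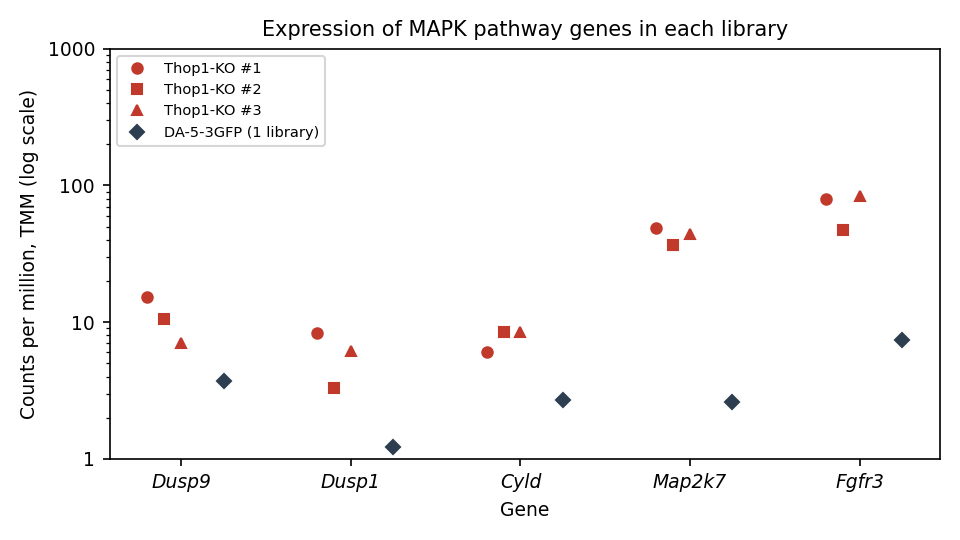
Expression of *Dusp9*, *Dusp1*, *Cyld*, *Map2k7* and *Fgfr3* (horizontal axis) in TMM-normalized CPM on a log scale (vertical axis). Red symbols are the 3 subclones of *Thop1*-KO GFP and the dark diamond is the 1 library of DA-5-3 GFP, which lies below all 3 subclones for each gene, at 3.70 for *Dusp9* and 2.62 for *Map2k7*.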

We designed more rigorous experiments to determine the relationship of *Thop1*‐KO with 2i (PD0325901 and CHIR99021) and LIF. *Thop1‐*KO^GFP^ and DA‐5‐3^GFP^ cells were cultured in three different media, each lacking one factor of 2i/LIF, for 5 days separately. DA‐5‐3^GFP^ cells exhibited strong differentiation when cultured without PD0325901, whereas *Thop1‐*KO^GFP^ cells did not present obvious differentiation under the same conditions (Figures 5E and S5A). A difference in differentiation was not observed between *Thop1‐*KO^GFP^ and DA‐5‐3^GFP^ cells when they were cultured without CHIR99021 or LIF (Figure 5E). Similarly, FACS revealed that 63.7% of *Thop1*‐KO^GFP^‐positive cells were GFP‐positive, which was much higher than the percentage of DA‐5‐3^GFP^‐positive cells (22.7%) after culture without PD0325901 for 5 days (Figure 5F). However, there was no difference in GFP‐positive cells between the two groups after culture without CHIR99021 or LIF for 5 days. The qPCR analysis suggested that only differentiation without PD0325901 resulted in up‐regulation of all detected pluripotency genes (*Oct4*, *Nanog*, *Klf4*, *Rex1*, *Lin28* and *Sox2*) in *Thop1‐*KO^GFP^ cells compared to DA‐5‐3^GFP^ cells (Figure S5B–D). Therefore, we hypothesized that the effect of *Thop1*‐KO was similar to that of PD0325901. PD0325901 is a MEK inhibitor that suppresses the phosphorylation of ERK1/2 to sustain the self‐renewal and pluripotency of stem cells.^22^, ^23^ We analysed phosphorylated ERK (p‐ERK) in DA‐5‐3^GFP^ and *Thop1‐*KO^GFP^ cells cultured in 2i/LIF medium and 2i/LIF medium without PD0325901. The western blotting results showed that only DA‐5‐3^GFP^ cells cultured without PD0325901 presented obvious p‐ERK levels. In contrast, *Thop1‐*KO^GFP^ cells cultured without PD0325901 and both groups of cells cultured in 2i/LIF medium did not show significant p‐ERK (Figure 5G), suggesting that *Thop1‐*KO was able to inhibit p‐ERK in the same manner as the presence of PD0325901.

**FIGURE 5:**
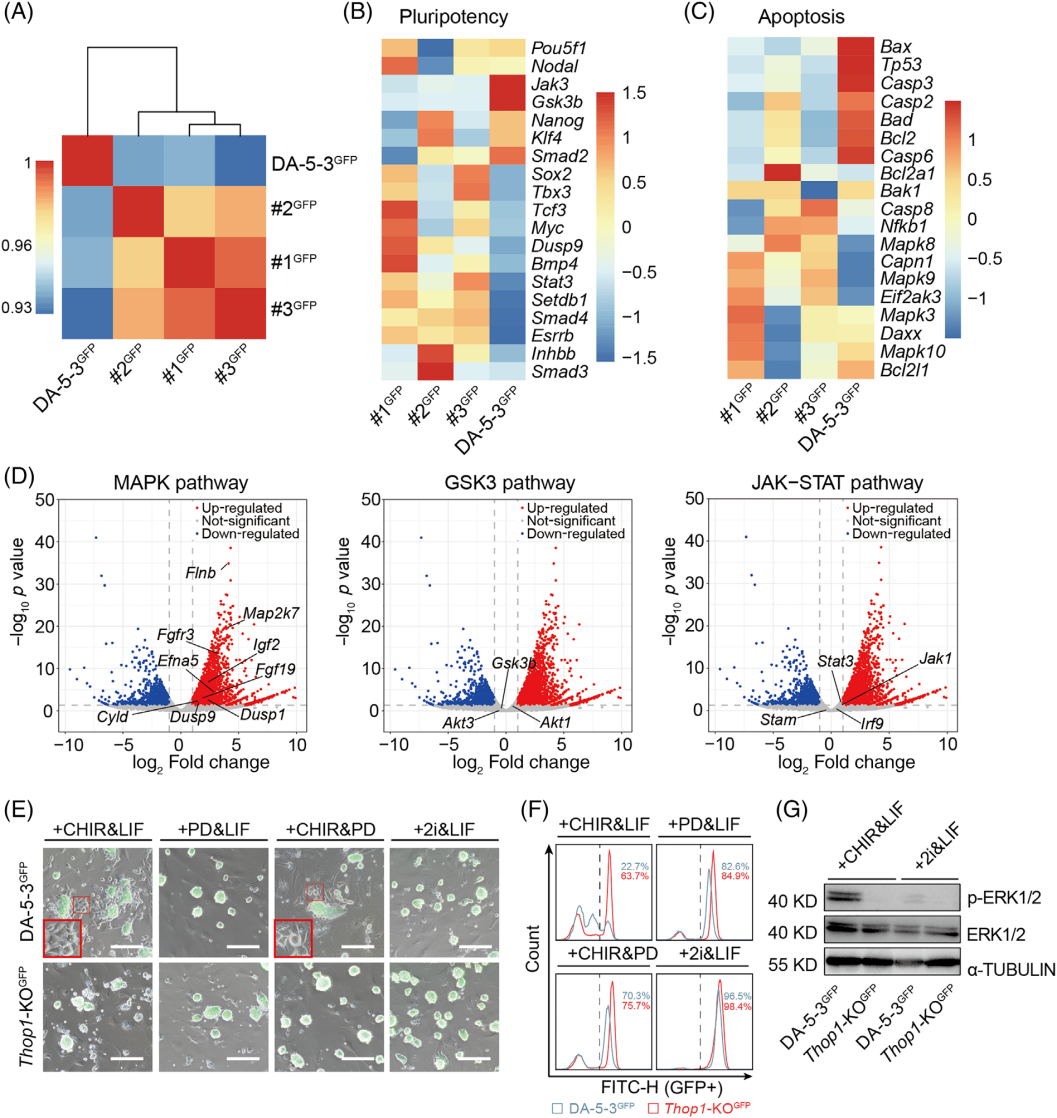
*Thop1*‐KO inhibits phosphorylation of ERK1/2 in the absence of PD0325901. (A) Respective global transcriptome profiles of *Thop1*‐KO^GFP^ (#1^GFP^, #2^GFP^ and #3^GFP^) and DA‐5‐3^GFP^ were hierarchically clustered. (B) The heatmap of representative pluripotent genes among DEGs of *Thop1*‐KO^GFP^ and DA‐5‐3^GFP^. (C) The heatmap of representative apoptosis genes among DEGs of *Thop1*‐KO^GFP^ and DA‐5‐3^GFP^. (D) Volcano plot depicting the differential expression analysis between *Thop1*‐KO^GFP^ and DA‐5‐3^GFP^ and their relationships with the MAPK pathway, the GSK3 pathway and JAK–STAT pathway. Highlight points indicated well‐known genes of the three pathways, considering a fold change of 2.0 and *p* < 0.05. Only the MAPK pathway well‐known genes located to the DEGs. (E) Phase and FITC merged images of DA‐5‐3^GFP^ and *Thop1‐*KO^GFP^ when cultured withdrawing different factors (CHIR&LIF, PD&LIF, CHIR&PD, 2i&LIF) on Day 5. The red arrows indicated the differentiated cells. Scale bar, 100 μm. (F) FACS analysis of GFP‐positive cells in DA‐5‐3^GFP^ and *Thop1‐*KO^GFP^ when cultured withdrawing different factors (CHIR&LIF, PD&LIF, CHIR&PD, 2i&LIF) on Day 5. (G) Western blotting analysis of p‐ERK1/2, ERK1/2 and α‐TUBULIN in DA‐5‐3^GFP^ and *Thop1‐*KO^GFP^ when cultured in 2i/LIF medium or 2i/LIF medium without PD0325901

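Of the 19 pluripotency genes named in Fig. 5B, all were tested and 4 were called at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Smad4* was up-regulated like *Esrrb* and *Setdb1*, with a log2 fold change of 1.77 (standard error 0.36). *Jak3* was down-regulated, with a log2 fold change of -1.15 (standard error 0.27). Adjusted over the list alone, 5 of the 19 were called, *Inhbb* being the added one. The list was drawn from these libraries by the authors, so that count is not independent evidence. DESeq2 called 6 of the 19. The control lay below all 3 subclones in 12 of the genes, above them in 3 and inside their range in 4.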

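Of the 19 apoptosis genes named in Fig. 5C, 15 had enough counts to be tested, and 0 were called at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p-value under 0.05 there were 7. Adjusted over the list alone, 6 were called, among them *Bax* and *Casp6*, which were lower in *Thop1*-KO GFP, and *Capn1* and *Eif2ak3*, which were higher. DESeq2 called *Casp6* and *Eif2ak3* over all genes tested. The control lay above all 3 subclones in 7 of the 15 genes, below them in 4 and inside their range in 4. The remaining 4 genes, *Bcl2*, *Bcl2a1*, *Casp8* and *Mapk10*, had at most 7 counts in any library, at which depth a difference was not detectable.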

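Of the 7 genes marked for the GSK3 and JAK-STAT pathways in Fig. 5D, 0 were called at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3 had an unadjusted p-value under 0.05. No setting called any of the 7. The largest change among them was *Jak1*, with a log2 fold change of 0.90 (standard error 0.38), followed by *Stat3* with 0.83 (standard error 0.27) and *Akt1* with 0.63 (standard error 0.25). *Gsk3b* was at -0.45 (standard error 0.31).
The pathways were also compared as gene families defined by symbol, since no pathway table was used here. Among 55 MAPK kinases and dual-specificity phosphatases, 9.09% were DEGs, against 13.8% of the other genes tested (odds ratio 0.62, Fisher's exact test, two-sided, p = 0.432). The odds ratio was 1.39 (p = 0.533, the same exact test) for 22 genes of the JAK-STAT family and 2.09 (p = 0.223, the same exact test) for 12 genes of the GSK3 family. With the rule of the figure legend, an unadjusted p-value under 0.05 and a fold change of 2, the odds ratio of the MAPK family turned to 1.32 (p = 0.360, the same exact test) and that of the JAK-STAT family rose to 3.27 (p = 0.00647, the same exact test). The median log2 fold change was 0.76 for the MAPK family, above 99.99% of 10000 random lists matched on expression, 0.35 for the JAK-STAT family and 0.42 for the GSK3 family. By limma's camera test with Benjamini-Hochberg adjustment over all gene lists, the adjusted p-values were 0.0754 (MAPK), 0.398 (JAK-STAT) and 0.261 (GSK3). None passed 0.05 under fry or with a correlation estimated from the data.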

To further analyse the role of *Thop1* in the random differentiation of rat ESCs in vitro, we overexpressed (OE) *Thop1* in DA‐5‐3^GFP^ cells via reconstructed PB‐*Thop1*‐OE vectors, as indicated (Figure S6A). *Thop1*‐OE colonies were enriched by puromycin selection, and DA‐5‐3^GFP^‐vector cells (cells transfected with empty vectors) were used as controls (Figure S6B). Both the qPCR and western blotting results showed that the expression levels of *Thop1* were significantly higher in *Thop1*‐OE^GFP^ cells than in DA‐5‐3^GFP^ and DA‐5‐3^GFP^‐vector cells (Figure 6A,B). During daily culture in 2i/LIF medium, the cell viability of *Thop1*‐OE^GFP^ cells had no difference from those of DA‐5‐3^GFP^ and DA‐5‐3^GFP^‐vector cells (Figure S6C). However, *Thop1*‐OE^GFP^ cells showed obvious differentiation morphology in the cell cultures by observation (Figure 6C). The differentiation of *Thop1*‐OE^GFP^ cells could be further confirmed by FACS analysis of GFP‐positive cells and qPCR (Figure 6D,E). Next, we performed random differentiation with *Thop1*‐OE^GFP^, DA‐5‐3^GFP^ and DA‐5‐3^GFP^‐vector cells for only 6 days. *Thop1*‐OE^GFP^ cells presented more rapid differentiation than DA‐5‐3^GFP^ and DA‐5‐3^GFP^‐vector cells both by observation and FACS analysis on Day 6 (Figure S6D,F). Besides, the cell viability of *Thop1*‐OE^GFP^ differentiated cells was also lower than those of DA‐5‐3^GFP^ and DA‐5‐3^GFP^‐vector differentiated cells on Day 6 (Figure 6G). The western blotting results showed that the expression level of p‐ERK in the *Thop1*‐OE^GFP^ cells increased obviously, compared to those in DA‐5‐3^GFP^ and DA‐5‐3^GFP^‐vector cells when cultured in 2i/LIF medium (Figure 6H), suggesting that *Thop1* OE could promote p‐ERK expression to initiate differentiation in vitro.

**FIGURE 6:**
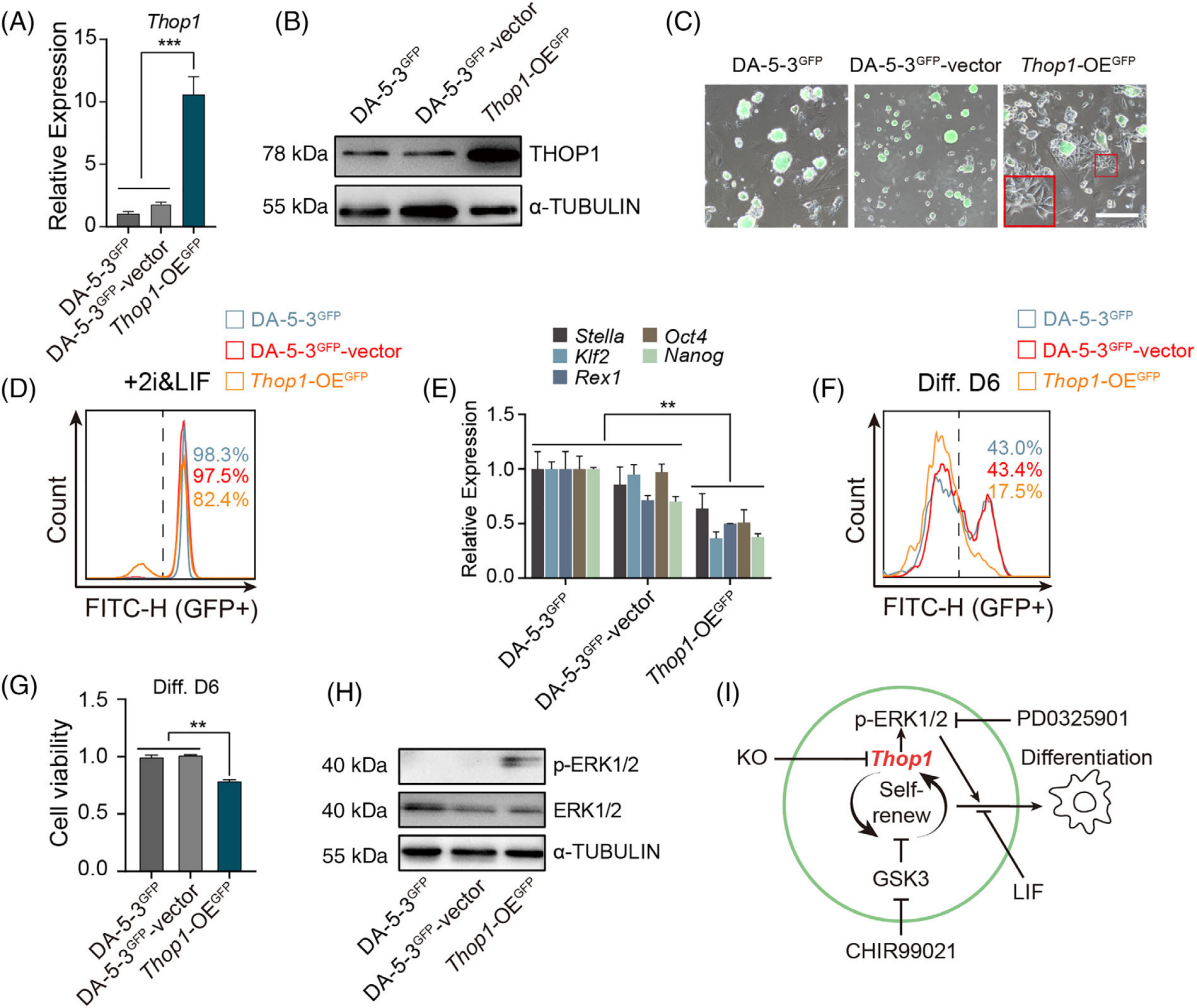
*Thop1*‐OE promotes phosphorylation of ERK1/2. (A) Expression levels of *Thop1* in DA‐5‐3^GFP^, DA‐5‐3^GFP^‐vector and *Thop1‐*OE^GFP^ cells. *t* test, ***p < 0.001. The data were presented as the mean ± SEM. (B) Western blotting analysis of THOP1 and α‐TUBULIN in DA‐5‐3^GFP^, DA‐5‐3^GFP^‐vector and *Thop1*‐OE^GFP^ when cultured in ‘2i/LIF’ medium. (C) Phase and FITC merged images of DA‐5‐3^GFP^, DA‐5‐3^GFP^‐vector and *Thop1*‐OE^GFP^ cells cultured in 2i/LIF medium on Day 3. The red box was an enlarged image of the differentiated cells. Scale bar, 100 μm. (D) FACS analysis of GFP‐positive cells of DA‐5‐3^GFP^, DA‐5‐3^GFP^‐vector and *Thop1‐*OE^GFP^ cells cultured in 2i/LIF medium for 3 days. (E) Expression levels of pluripotent genes (*Klf2*, *Rex1*, *Nanog*, *Oct4* and *Sox2*) in DA‐5‐3^GFP^, DA‐5‐3^GFP^‐vector and *Thop1‐*OE^GFP^ cells cultured 2i/LIF medium for 3 days. *t* test, **p < 0.01. The data were presented as the mean ± SEM. (F) FACS analysis of GFP‐positive cells in the cell cultures of DA‐5‐3^GFP^, DA‐5‐3^GFP^‐vector and *Thop1‐*OE^GFP^ differentiated cells on Day 6. (G) The cell viabilities of DA‐5‐3^GFP^, DA‐5‐3^GFP^‐vector cells and *Thop1‐*OE^GFP^ differentiated cells on Day 6. *t* test, **p < 0.01. The data were represented as the mean ± SEM. (H) The western blotting analysis of p‐ERK1/2, ERK1/2 and α‐TUBULIN in DA‐5‐3^GFP^, DA‐5‐3^GFP^‐vector and *Thop1‐*OE^GFP^ cells cultured in 2i/LIF medium. (I) *Thop1* modulated p‐ERK to affect the differentiation of rat ESCs in vitro

## 3 DISCUSSION

Rat haESCs have been widely studied since they were established and can not only give rise to transgenic rats via intracytoplasmic injection^9^ but also be useful in interspecies hybridization research.^24^ Although mouse haESCs have been proven to be powerful tools with which to determine the functions of recessive genes and mutations,^25^ whether rat haESCs are also useful for genetic screening has remained elusive. Here, we performed high‐throughput mutation in rat haESCs using a modified PB transposon system and obtained two independent mutant libraries covering almost the whole genome with millions of insertions (Figure 3A,B). A fragment of SA^26^ constructed into the PB vector was utilized to help us improve the efficiency of mutations (Figure S2A), enabling integration into both exons and introns to generate trapped gene. Combining splinkerette PCR and NGS is a well‐developed strategy to read tremendous amounts of raw data on PB integrations without too much noise.^27^ This strategy was used in our rat haploid system to quickly reveal the outcomes of high‐throughput mutation based on homozygosity. In addition to the transposon mutagenesis strategy, CRISPR sgRNA pools have also been widely utilized to conduct genome‐wide mutation in diploid cells; these pools are also suitable for genetic screening for various purposes, including investigation of pluripotency exit.^28^, ^29^

The key reason for the difficulty of rat ESC differentiation in vitro is that the mechanisms underlying self‐renewal and pluripotency exit are not well known. To address this knowledge gap, we performed genetic screening of pluripotency exit using our rat mutant library. It is difficult to distinguish surviving cells from differentiated rat ESCs, mainly because severe apoptosis occurs during the differentiation process in vitro.^6^, ^7^ This greatly limits the application of rat ESCs in regeneration medicine studies and pharmacological development. Fluorescent reporter genes in ESCs can accurately and sensitively indicate the cell states of living cells in real time and thus are convenient tools for studying the behaviours of ESCs and their derivatives.^30^ Hence, we chose to introduce the *Rex1*‐GFP reporter into rat haESCs and WT‐ESCs to investigate differentiation in vitro visibly and simply. Our data demonstrated that the observation of *Rex1*‐GFP during differentiation in vitro (Figure 1D,E) was coincident with the expression patterns of pluripotency markers and differentiation genes (Figure 1F,G). This ensured the reliability of our genetic screening of pluripotency exit in rats.

Through high‐throughput genetic screening with rat *Rex1*‐GFP haESCs, we revealed multiple inserted genes related to pluripotency that were involved in various pathways (Figure 3D). Particularly, deletion of *Thop1* (one of our found inserted genes) was validated to retard the differentiation of rat ESCs by inhibiting the phosphorylation of ERK1/2. Although we also observed differentiation when cells were cultured without LIF, there was no significant difference between *Thop1*‐KO cells and WT‐ESCs (Figure 5D,E). Whether *Thop1*‐KO has a relationship with the LIF/STAT3 pathway needs more investigation. In addition, overexpression of *Thop1* led to p‐ERK expression in rat ESCs, thus inducing significant differentiation in vitro. Overall, *Thop1* is a pluripotency exit gene for rat ESCs that plays roles in the MAPK pathway (Figure 6F).

There was no direct report that *Thop1* was related to the pluripotency. However, we found that *Dusp1*, *Dusp9* and *Cyld* were up‐regulated in *Thop1*‐KO rat ESCs. 

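*Dusp1* (ENSRNOG00000003977), on the plus strand of chromosome 10 from 16970626 to 16973418, had 139, 58 and 111 counts in #1, #2 and #3 and 18 in DA-5-3 GFP. *Dusp9* (ENSRNOG00000055185), on the minus strand of chromosome X from 157168144 to 157172068, had 258, 186 and 126 counts in the subclones and 55 in the control. *Cyld* (ENSRNOG00000014048), on the minus strand of chromosome 19 from 19265164 to 19315357, had 101, 151 and 152 counts and 40 in the control. None of the 3 genes overlaps another expressed gene of the table. With each subclone left out in turn, the log2 fold change stayed between 1.94 and 2.57 for *Dusp1*, between 1.23 and 1.80 for *Dusp9*, and between 1.43 and 1.64 for *Cyld*.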

*Dusps* family was a critical mediator of BMP signalling to control appropriate ERK activity, being critical for cell fate determination of mouse ESCs.^31^, ^32^ *Cyld* encoded a deubiquitinase cylindromatosis (CYLD), which could inhibit K63 ubiquitination and prevent activation of ERK1 in human cancer cells.^33^, ^34^ All the above results supported that *Thop1* could affect pluripotency exiting through regulating of p‐ERK1/2.

In conclusion, we utilized rat *Rex1*‐GFP haESCs to perform genetic screening and uncovered useful information on pluripotency exit. Mutations including *Thop1* at the genome scale were identified as being related to differentiation. Our findings not only prove that rat haESCs have advantages for use in functional genomics but also shed light on the probable mechanism underlying the self‐renewal and pluripotency of rat ESCs.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Cell culture and sorting of haploid cells

The rat ESC cell lines RAH‐1 (haploid) and DA‐5‐3 (WT‐ESCs) were kindly donated to us by Dr. Tianda Li and Dr. Qi Zhou (Institute of Zoology, Chinese Academy of Sciences, China). The rat ESCs were cultured on feeder cells in precoated TC plates or TC dishes with previously described 2i/LIF medium^2^ with slight modification. The final concentrations of 2i (PD0325901 [MCE, HY‐10254], CHIR99021 [MCE, HY‐10182]) and human LIF (SinoBiological, 14890‐HNAH) were as follows: PD0325901, 1 μM; CHIR99021, 3 μM and LIF, 1000 U/ml. The medium of the rat ESCs was changed every day, and the cells were passaged every 2–3 days using 0.05% trypsin/EDTA (Thermo, 25300062) with a splicing ratio of 1:4 to 1:6 as needed. For puromycin resistance selection, the concentration of puromycin (Thermo, A1113802) was 1 μg/ml. To enrich haploid cells, RAH‐1 and DA‐5‐3 (diploid control) cells were incubated with 4 μg/ml Hoechst 33342 (Thermo, H3570) for 20 min at 37°C separately and filtered into 5 ml tubes (BD, 352054) with 40 μm cell strainers (BD, 352340). Haploid cells were harvested according to logical gating with a 1n peak on a cell sorter (Beckman, EQ).

### 4.2 Construction of plasmids and electroporation

For the *Rex1‐GFP* template, the 5′ arm and 3′ arm of homologous combination sites in rat *Rex1* and T2A‐GFP‐PA were inserted into the pEASY‐Blunt Simple plasmid (Transgene, CB111‐02). For sgRNA vectors, sgRNAs were designed with the CRISPR design website (http://crispor.tefor.net/) and ligated into pSpCas9n (BB)‐2A‐GFP (PX461) (Addgene, 48140) or pSpCas9(BB)‐2A‐Puro (PX459) (Addgene, 48139). For *piggyBac* (PB)‐SA‐RFP vector construction, an SA fragment was inserted into a PB‐RFP vector,^35^ which was a kind gift from Dr. Wei Li (Institute of Zoology, Chinese Academy of Sciences, China). For overexpression of *Thop1*, the CDS of *Thop1* was inserted into a PB‐CAG‐T2A‐Puro vector (a modified PB dual promoter vector [SBI, cat. no. PB513B]) (Figure S6A). The PBase vector (SBI, PB210PA‐1) was purchased from a local agent. All primers used are listed in Table S1. To deliver vectors into rat ESCs, approximately 2 × 10^6^ cells were electroporated with 5 μg of plasmids using an electroporator (Thermo, NEON) at 1300 V for 10 ms with 3 pulses.

### 4.3 Random differentiation of rat ESCs

Random differentiation of rat ESCs was performed according to a previous protocol^7^ with slight modification. The rat *Rex1‐*GFP ESCs were dissociated to generate single cells and seeded into non‐TC dishes to form EBs. The 2i/LIF culture medium was mixed with conditioned serum medium at a 1:1 ratio. The serum medium contained DMEM (Thermo, 12800017) supplemented with 15% FBS (HyClone, SH30406.05), 100 μM β‐mercaptoethanol (Thermo, 21985023), 1% NEAA (Thermo, 11140050), 2 mM GlutaMAX (Thermo, 35050061) and 100 U/ml penicillin–streptomycin (Thermo, 15140122). Feeder cells were cultured with the serum medium for 1 day, and then the medium was collected as conditioned serum medium. Two days later, the medium of EBs was changed to culture medium (2i/LIF medium mixed with conditioned serum medium) at a 1:3 ratio for another 2‐day culture. On the fifth day, all EBs were seeded in Matrigel (BD, 356230)‐precoated TC plates with serum medium for an additional 5 days of culture. To improve cell viability during the differentiation of rat ESCs, 10 μM Y27632 (MCE, HY‐10071) was added to the medium every day. The proportion of GFP‐positive cells was analysed by FACS on a cell sorter (Beckman, EQ), and fluorescence images were observed on an inverted microscope (Nikon, Ti‐S).

### 4.4 Molecular and cellular analysis and CCK‐8 assay

Immunostaining and karyotype analysis were performed according to a previous report.^36^ The primary antibodies used included anti‐OCT4 (Abcam, ab18976), anti‐NANOG (Abcam, ab80892) and anti‐SSEA‐1 (CST, 4744) antibodies. The secondary antibodies were purchased from Abcam. The nuclei were stained with Hoechst 33342 for 10 min. Immunofluorescence images and chromosome spread images were captured under a confocal microscope (Leica, TCS SP8). The qPCR and western blotting were performed according to our previous work.^37^ All the qPCR primers used are listed in Table S1. The primary antibodies used in western blotting included anti‐THOP1 (Abclonal, A8756), anti‐α‐TUBULIN (Sungene, KM9007T), anti‐ERK1/2 (Abclonal, A4782) and anti‐pERK1/2 (Abclonal, AP0974) antibodies. For the cell viability assay, the differentiated cells were plated into 96‐well plates at a density of 5000 cells per well and cultured with serum medium for 24 h. Then, the cell cultures were incubated with 5 mg/ml buffer from a Cell Counting Kit (CCK‐8) (Yeasen, 40203ES60) for another 4 h. The signals of the culture media were read using a BioTek luminescence reader (Bio‐Rad) at 450 nm.

### 4.5 Inverse PCR and splinkerette PCR

For inverse PCR, the genomic DNA extracted from cells was digested by PSUI (Thermo, FD1554), self‐ligated, and amplified with two rounds of nested PCR.^17^ The PCR products were purified using a PCR product purification kit (Sangon Biotech, B518141) and inserted into the pEASY‐Blunt Simple plasmid (Transgene, CB111‐02) in preparation for Sanger sequencing. The basic steps of splinkerette PCR were similar to those of inverse PCR but with different primers. All primers and splinkerette adaptors used are listed in Table S1. Sanger sequencing was performed by Tsingke, and the splinkerette PCR products for NGS were sent to another local company (Novogene).

### 4.6 Bioinformatic analysis of insertions and RNA‐seq

For the PB‐mutation library, the adapters and PB tags were removed from the read pairs before mapping to the genome using the FASTX toolkit (http://hannonlab.cshl.edu/fastx_toolkit/commandline.html). HaSAPPy^18^ was run to align the trimmed reads to the genome assembly from UCSC (mm10).^38^ We analysed the insertions for each gene with Gencode^39^ with the default parameters.

All the RNA‐seq data were sequenced by a local company (Novogene). The raw data were processed with the FASTX toolkit to remove noise and the adaptors. Genes with an adjusted *p* value <0.05 that were identified by DESeq2 were considered DEGs. 

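With DESeq2's Wald test, its own size factors and its independent filtering, 13973 genes received an adjusted p-value, and 3006 of them were under 0.05. The share of these genes that were higher in *Thop1*-KO GFP was 66.1%, against 62.5% with edgeR. The FPKM values deposited by the authors correspond to the counts divided by gene length and by DESeq2's size factors, of which that of DA-5-3 GFP, 0.897, is the lowest.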

The R heatmap function was used to perform hierarchical clustering.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

Ling Shuai and Qian Gao conceived, designed and supervised the study. Mei Xu, Yiding Zhao, Wenhao Zhang, Mengyang Geng and Qian Liu performed the experiments. Mei Xu, Yiding Zhao and Ling Shuai wrote this manuscript.

## Supporting information

**Appendix** **S1:** Supporting information. Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Sequence data supporting the findings of this study have been deposited in GEO database, including DNA sequencing experiments with the mutant rat haESC library (GEO: GSE 190480) and RNA sequencing experiments (GEO: GSE 190318).

# Supplementary material for: Genome‐scale screening in a rat haploid system identifies Thop1 as a modulator of pluripotency exit
**Source:** Cell Prolif. 2022 Mar 11;55(4):e13209. doi: 10.1111/cpr.13209
**Supplement:** Supplementary file 1 — Appendix S1: Supporting information.

**Supplementary Materials**

**Title:** Genome-scale Screening in a Rat Haploid System Identifies *Thop1* as a Modulator of Pluripotency Exit

**Running title:** Genetic Screening with Rat Haploid System

**Authors and affiliations:**

Mei Xu^1,6^, Yiding Zhao^1,6^, Wenhao Zhang^1,5,6^, Mengyang Geng^1^, Qian Liu^1^, Qian Gao^1*^ and Ling Shuai^1,2,3,4*^

^6^ Co-first author.

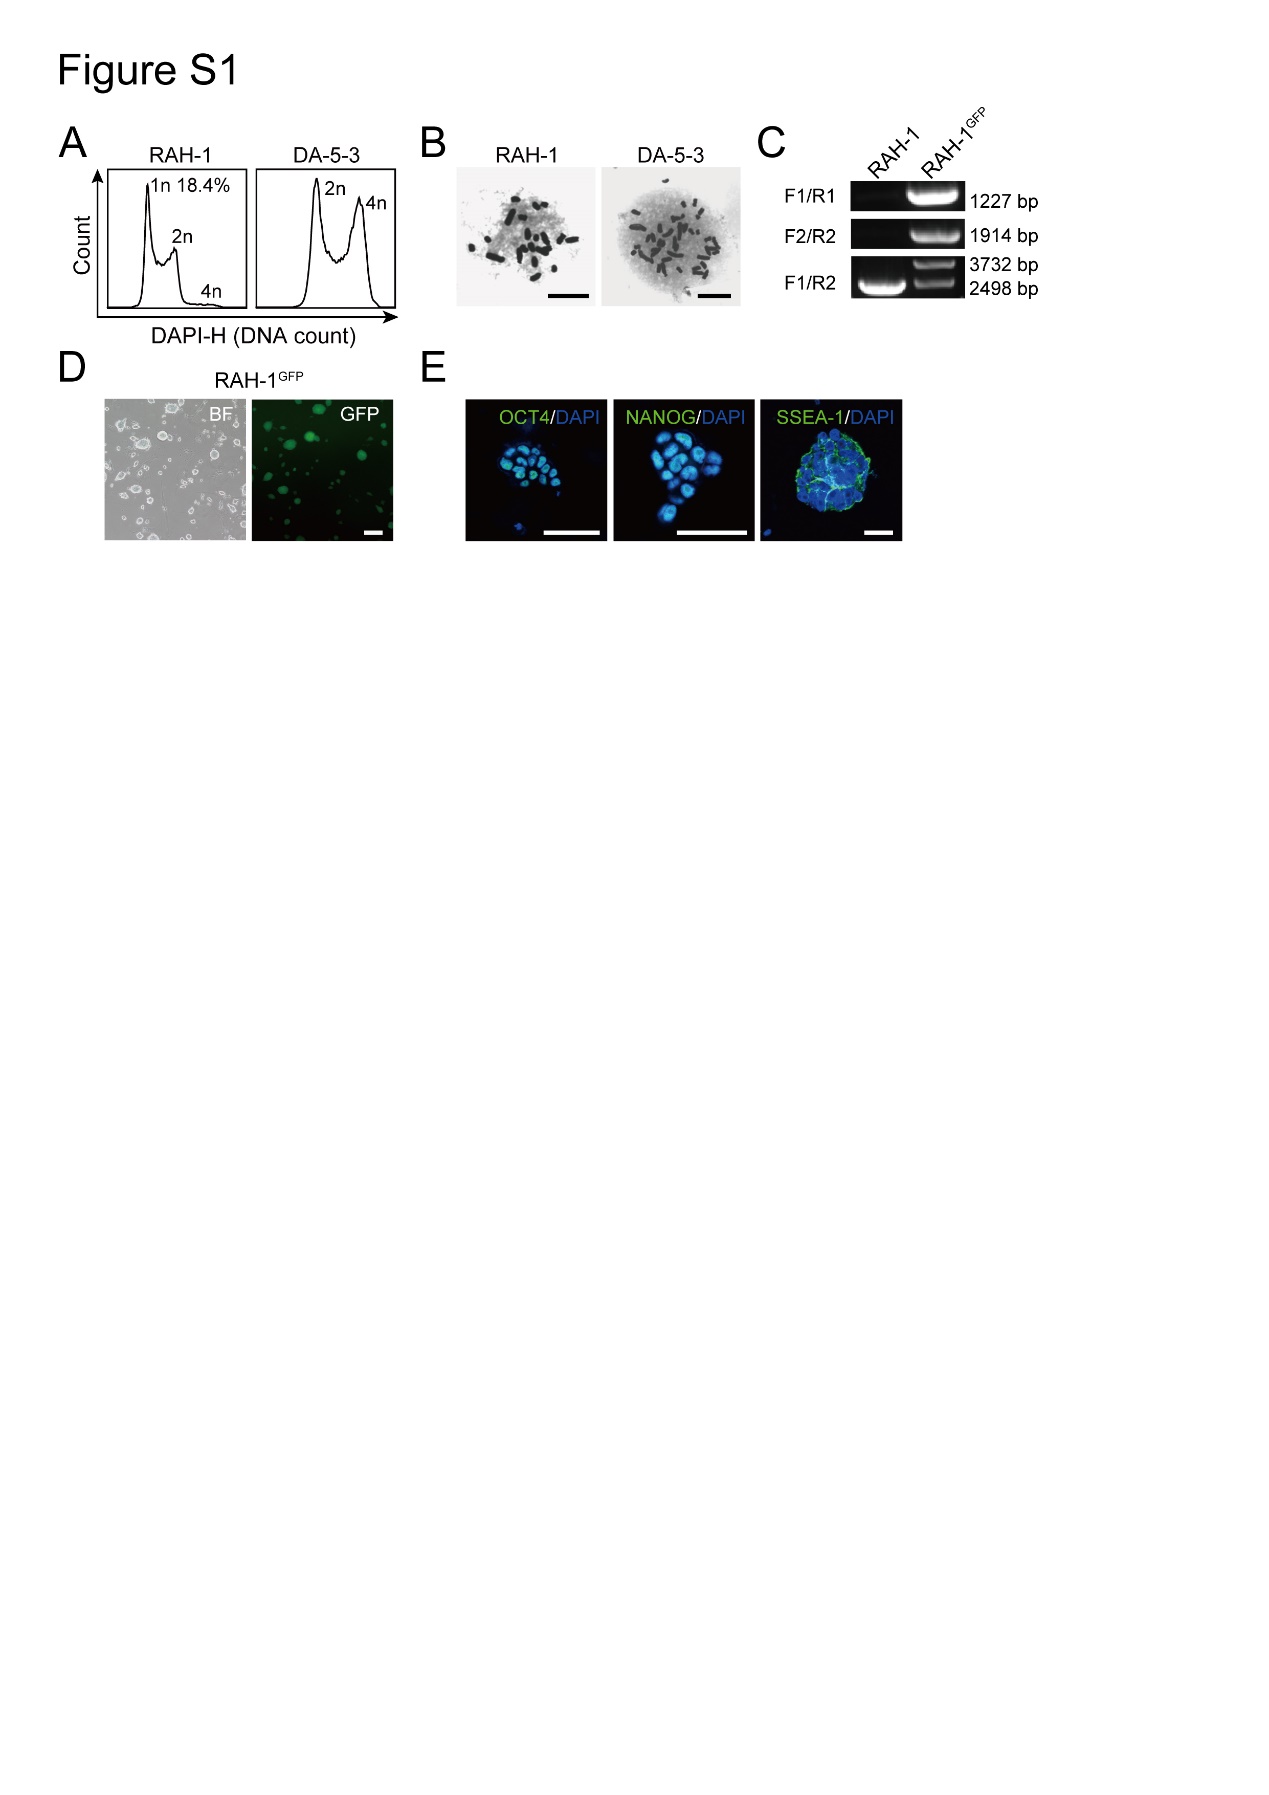

**Figure S1,** **related to Figure 1 - RAH-1 carrying a *Rex1-*GFP reporter.**

(A) DNA content analysis of RAH-1. The percentage of 1n peak (haploid cells at G0/G1 phase) in RAH-1 was 18.4%, with DA-5-3 as a diploid control.

(B) A chromosome spread analysis indicated that RAH-1 had a set of chromosomes (20+X). Scale bar, 10 μm.

(C) Genotyping identified that RAH-1^GFP^ carried a *Rex1-*GFP reporter.

(D) BF and FITC-channel images of RAH-1^GFP^. Scale bar,100 μm.

(E) Immunofluorescence of pluripotent markers (OCT4, NANOG and SSEA-1) in RAH-1^GFP^. DNA was stained with Hoechst 33342. Scale bar, 50 μm.

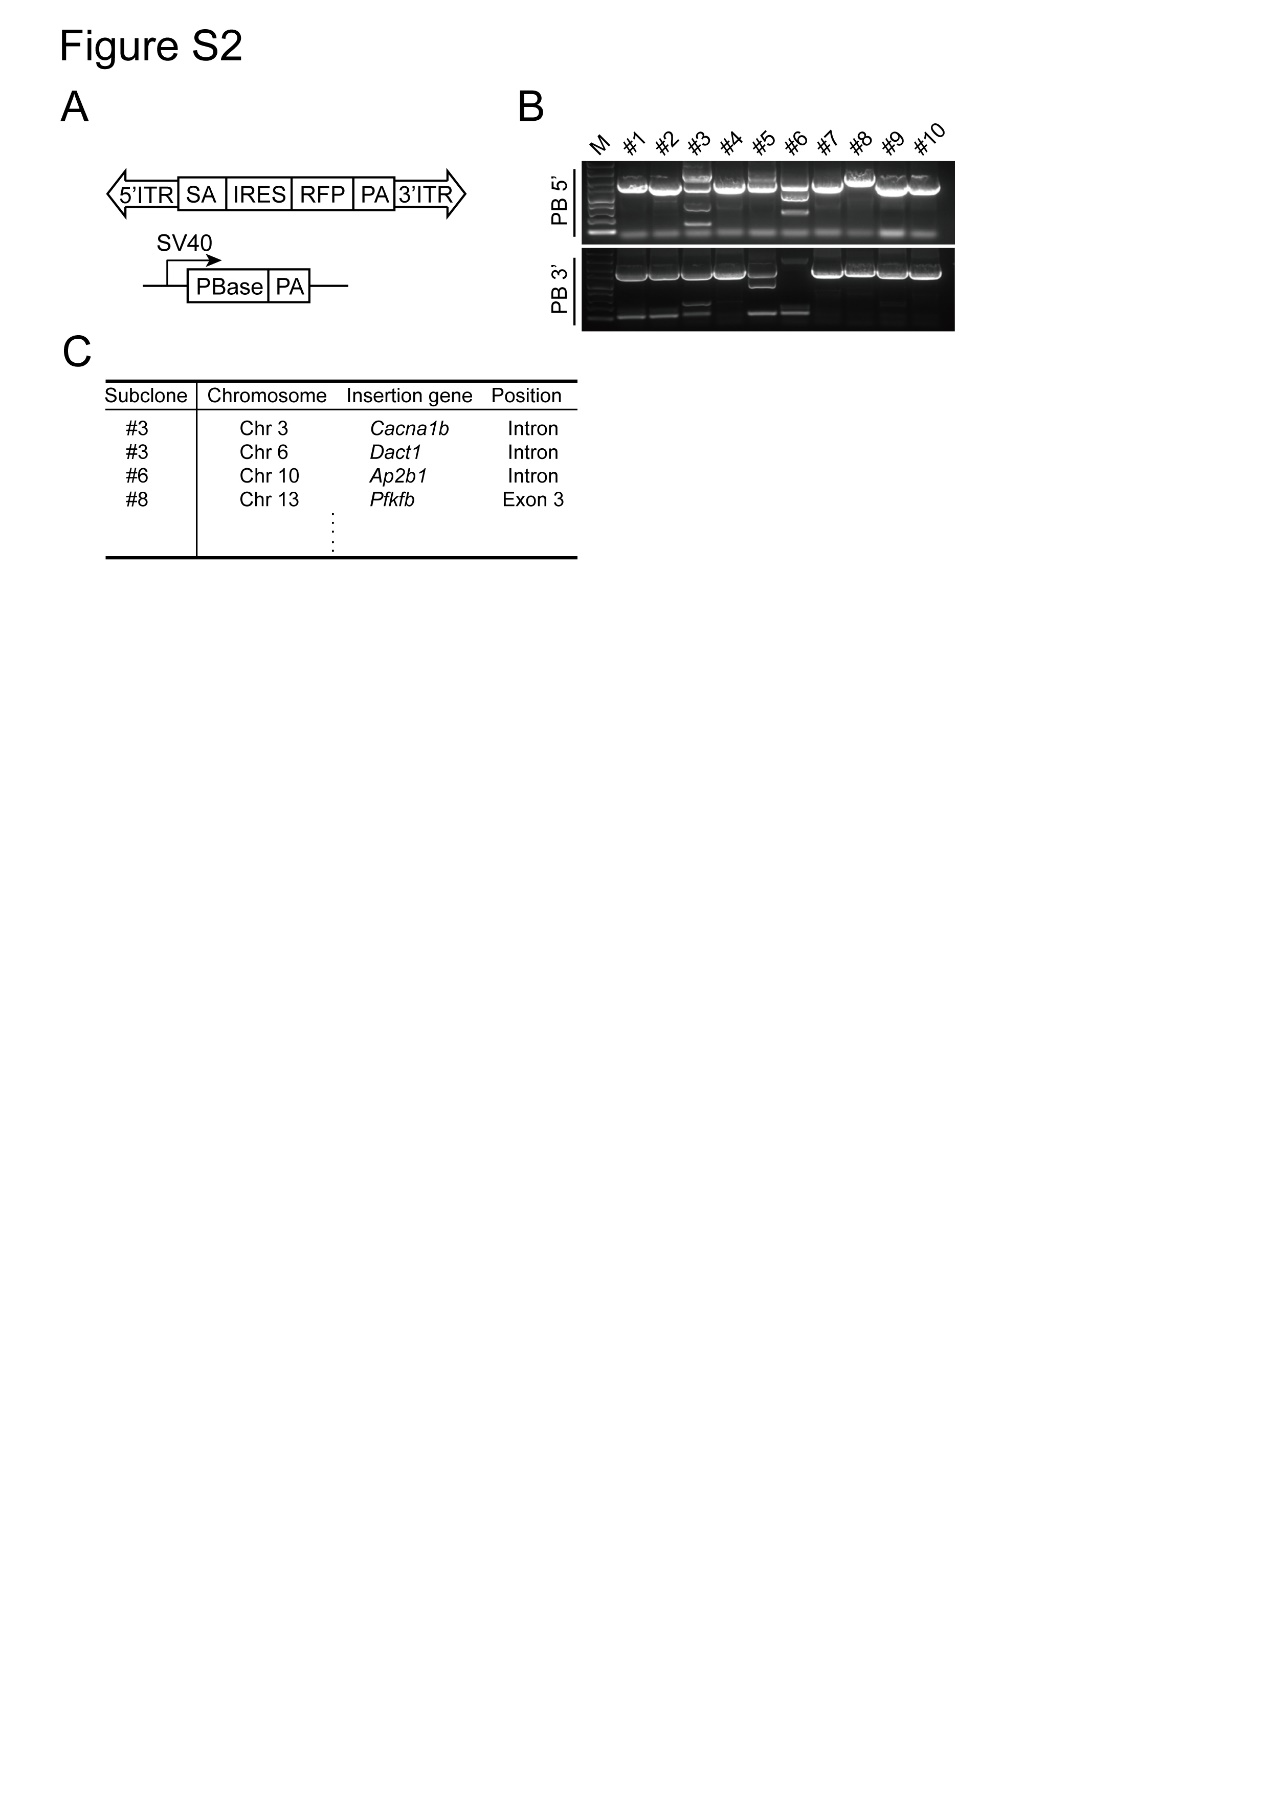

**Figure S2, related to Figure 2 - Analysis of insertion sites.**

(A) Schematic diagram of the plasmids of PB-SA-RFP and PBase.

(B) Inverse PCR validation of the insertion sites among the screened libraries. The different bands presented distinct insertions.

(C) Summary of some PB integration sites identified by inverse PCR.

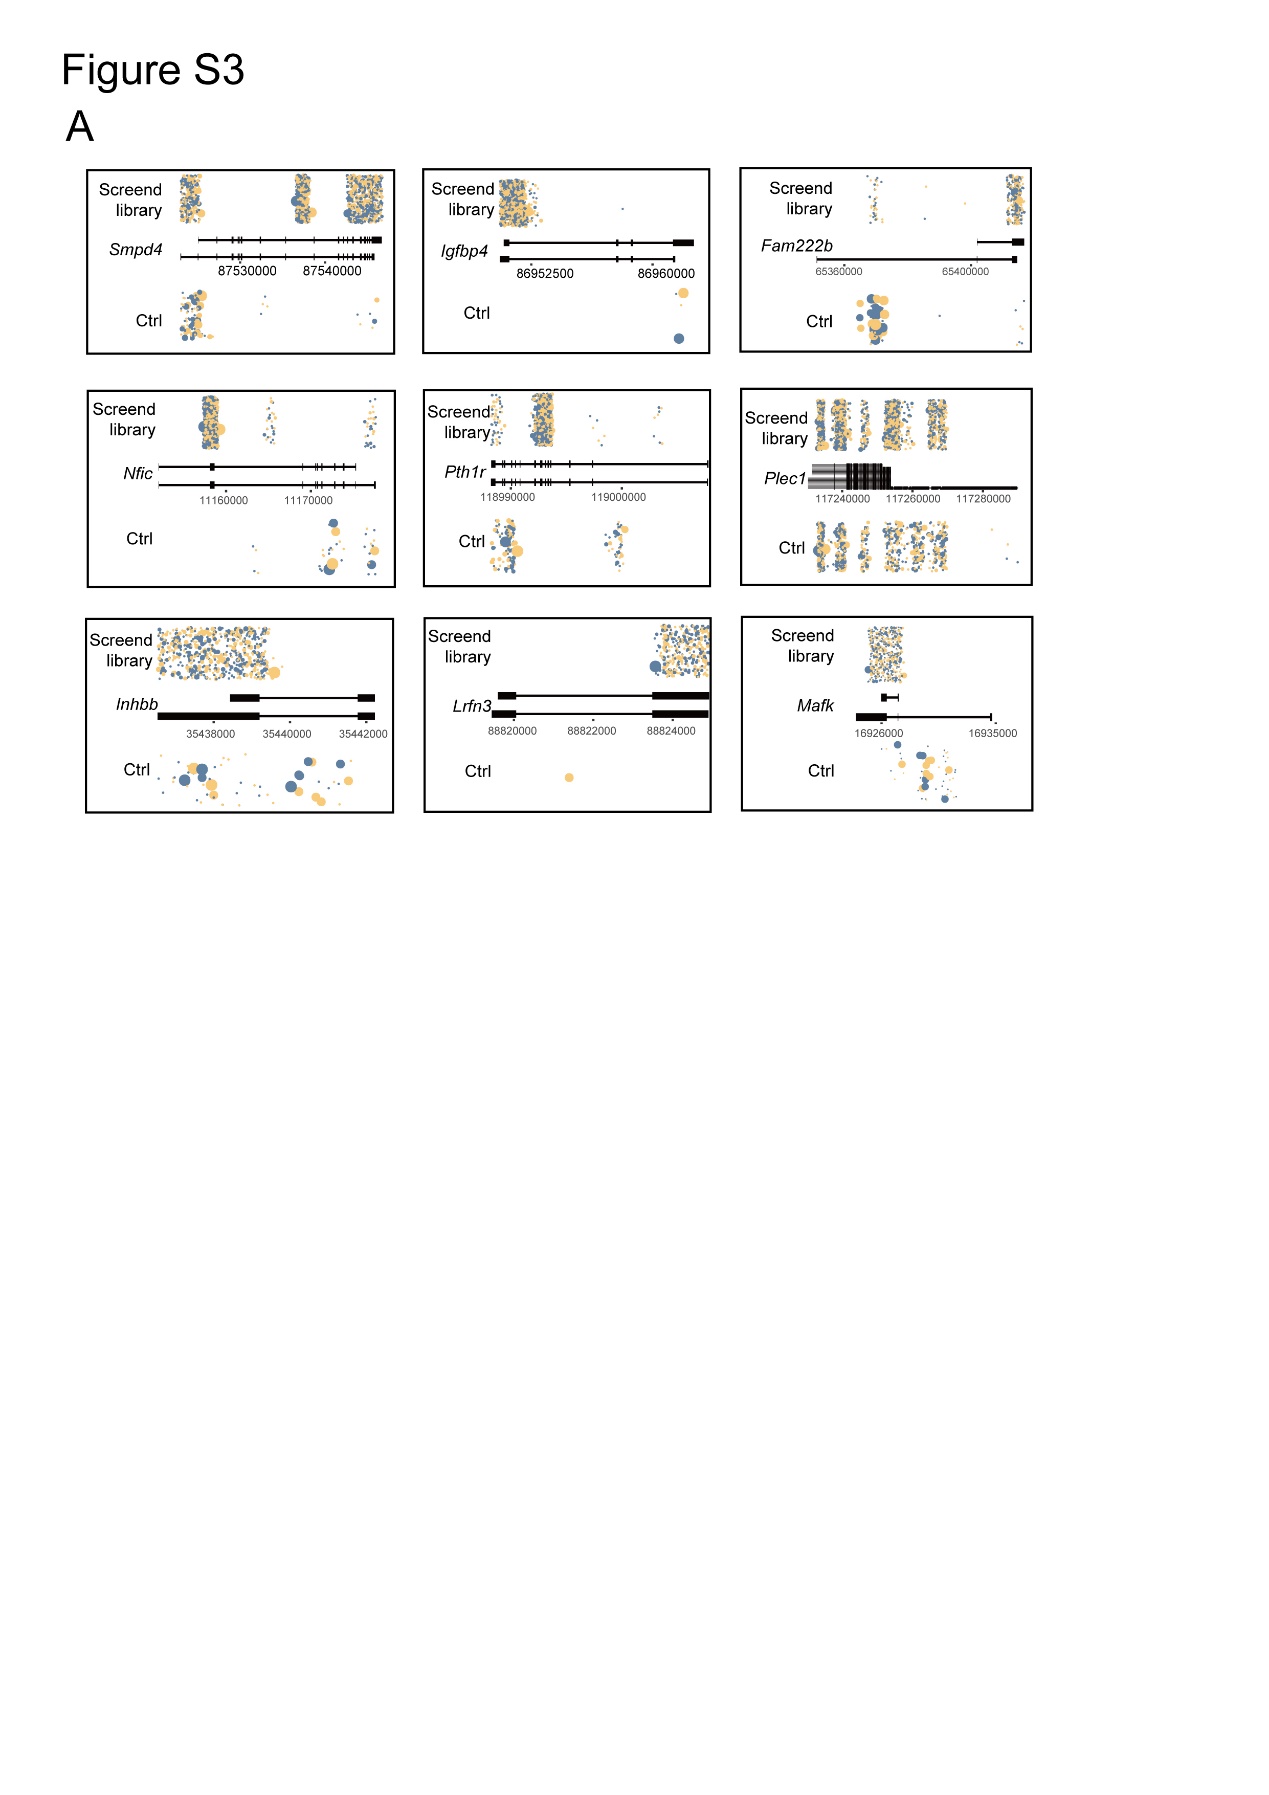

**Figure S3, related to Figure 3 - The enrichments of the top 10 inserted genes in the screened library.**

(A) Strand-specific coverage tracks of the genes including *Smpd4*, *Igfbp4*, *Fam222b*, *Nfic*, *Pth1r*, *Plec1*, *Inhbb*, *Lrfn3* and *Mafk* among the screened library.

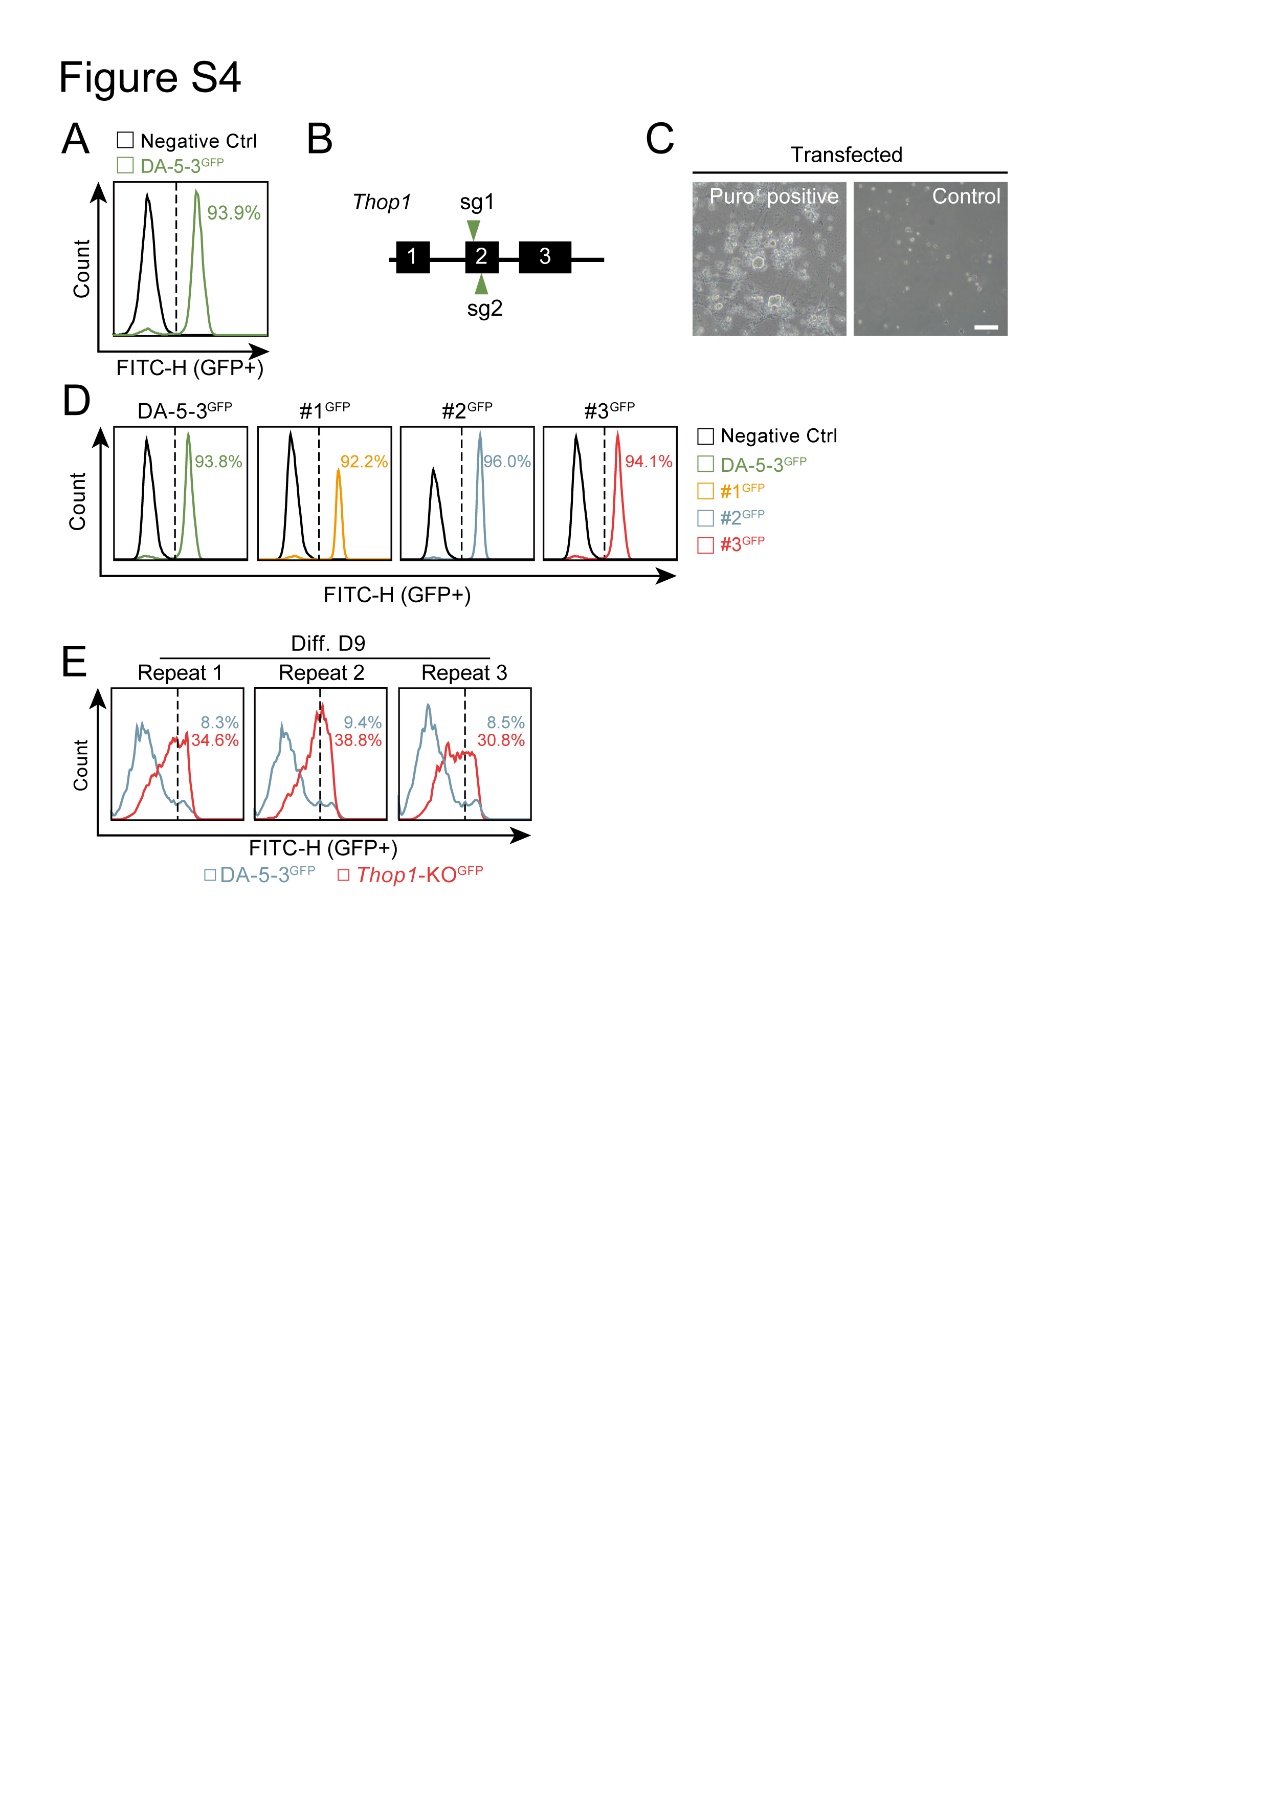

**Figure S4, related to Figure 4 - Rat *Thop1*-KO ESCs showed retard of differentiation in random differentiation.**

(A) The percentage of GFP positive cells in DA-5-3^GFP^, with DA-5-3 as a negative control.

(B) Schematic diagram of CRISPR/Cas9 system to knock out *Thop1*.

(C) DA-5-3^GFP^ transfected with Cas9-sgRNAs were selected for puromycin on day 2. DA-5-3^GFP^ without transfection was used as a control. Scale bar, 100 μm.

(D) The percentage of GFP positive cells in DA-5-3^GFP^ and *Thop1*-KO^GFP^ subclones (#1^GFP^, #2^GFP^ and #3^GFP^), with DA-5-3 as a negative control.

(E) FACS analysis of GFP positive cells in differentiated cells from DA-5-3^GFP^ and *Thop1*-KO^GFP^ on day 9, with DA-5-3 as a negative control.

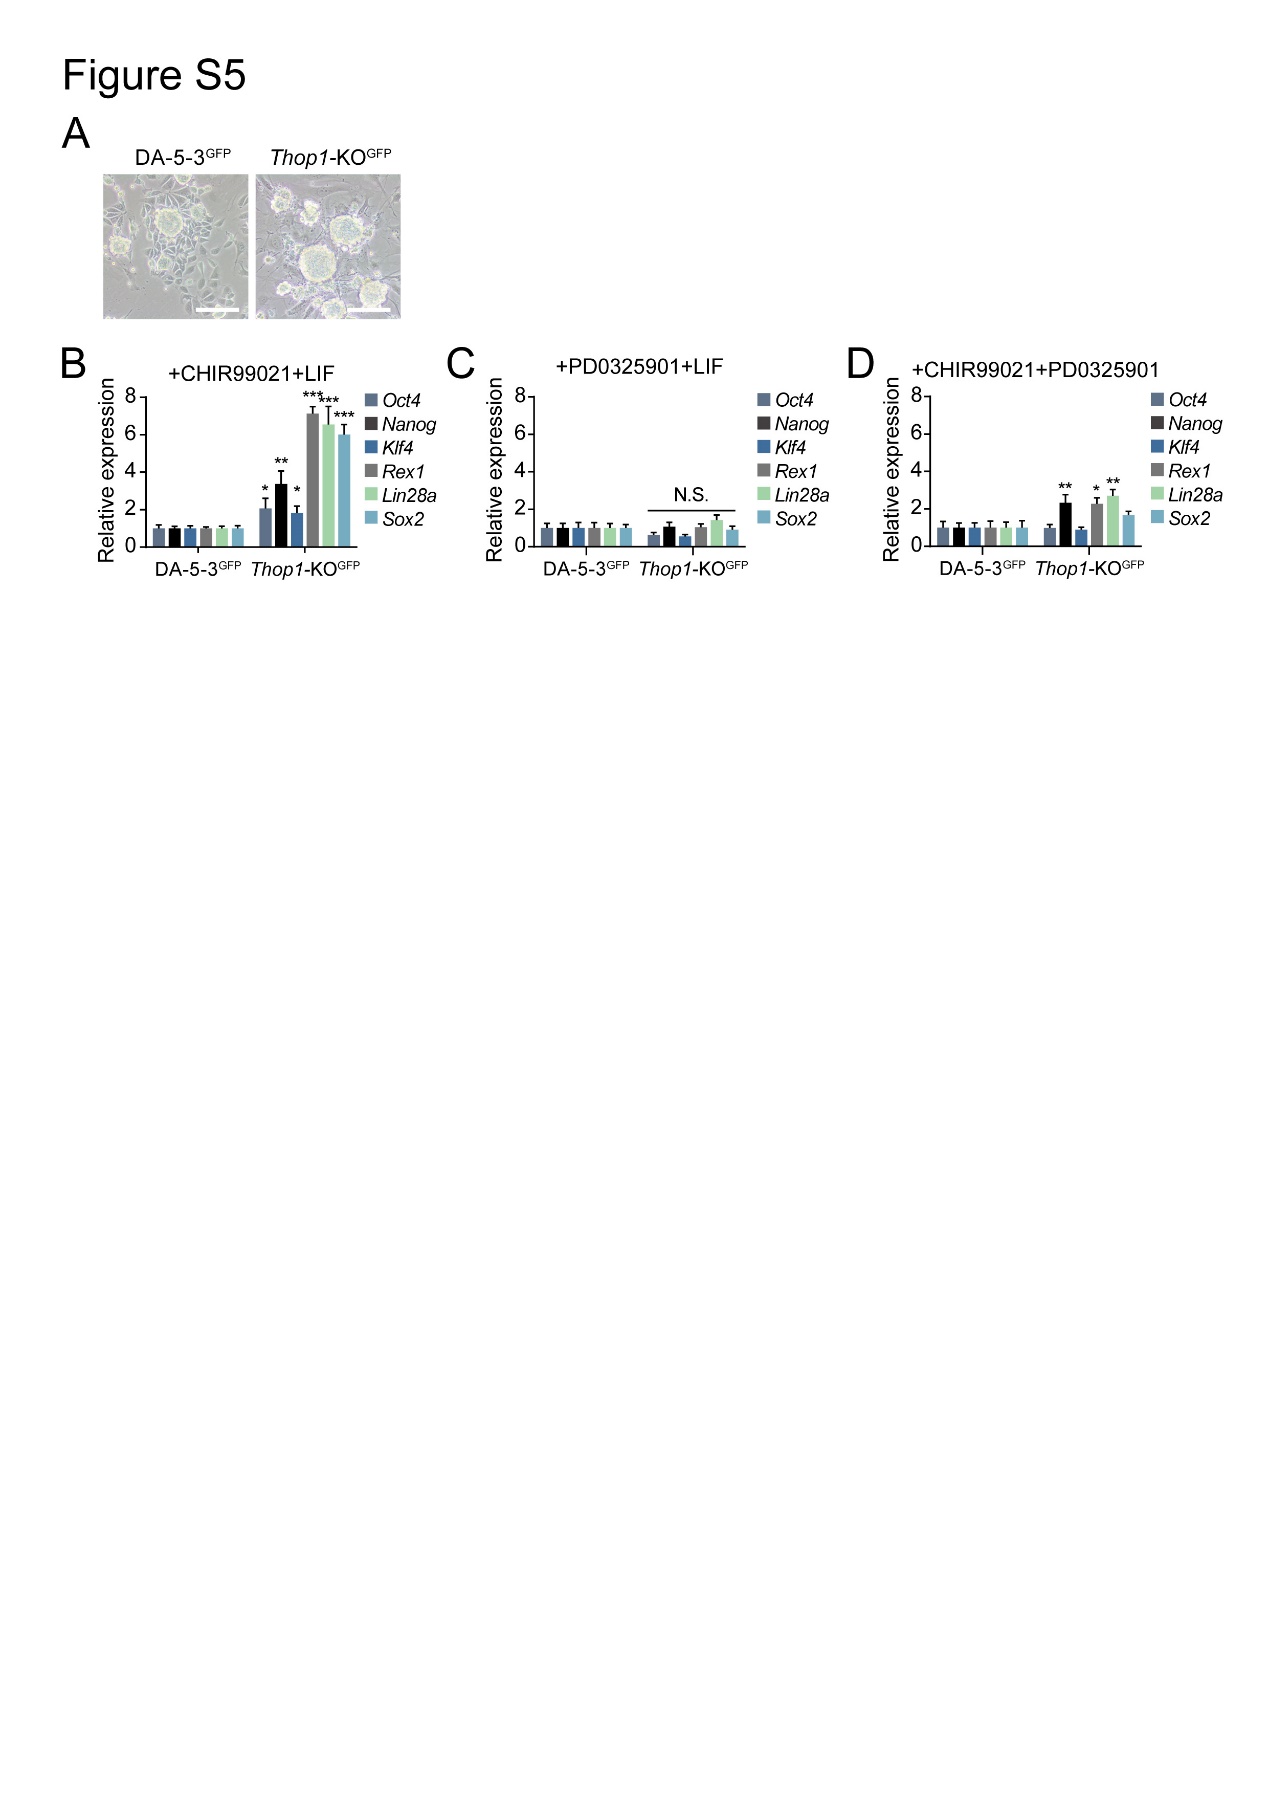

**Figure S5, related to Figure 5 - Rat *Thop1*-KO ESCs showed retard of differentiation when cultured withdrawing PD0325901.**

(A) Phase images of DA-5-3^GFP^ and *Thop1-*KO^GFP^ when cultured withdrawing PD0325901 on day 5. Scale bar, 100 μm.

(B) The expression levels of pluripotent genes (*Oct4*, *Nanog*, *Klf4*, *Rex1*, *Lin28a* and *Sox2*) in DA-5-3^GFP^ and *Thop1-*KO^GFP^ when cultured withdrawing PD0325901 on day 5. t test, *p < 0.05, **p < 0.01, ***p < 0.001. The data was presented as the mean ± SEM.

(C) The expression levels of pluripotent genes (*Oct4*, *Nanog*, *Klf4*, *Rex1*, *Lin28a* and *Sox2*) in DA-5-3^GFP^ and *Thop1-*KO^GFP^ when cultured withdrawing CHIR99021 on day 5. The data was presented as the mean ± SEM.

(D) The expression levels of pluripotent genes (*Oct4*, *Nanog*, *Klf4*, *Rex1*, *Lin28a* and *Sox2*) in DA-5-3^GFP^ and *Thop1-*KO^GFP^ when cultured withdrawing LIF on day 5. t test, *p < 0.05, **p < 0.01. The data was presented as the mean ± SEM.

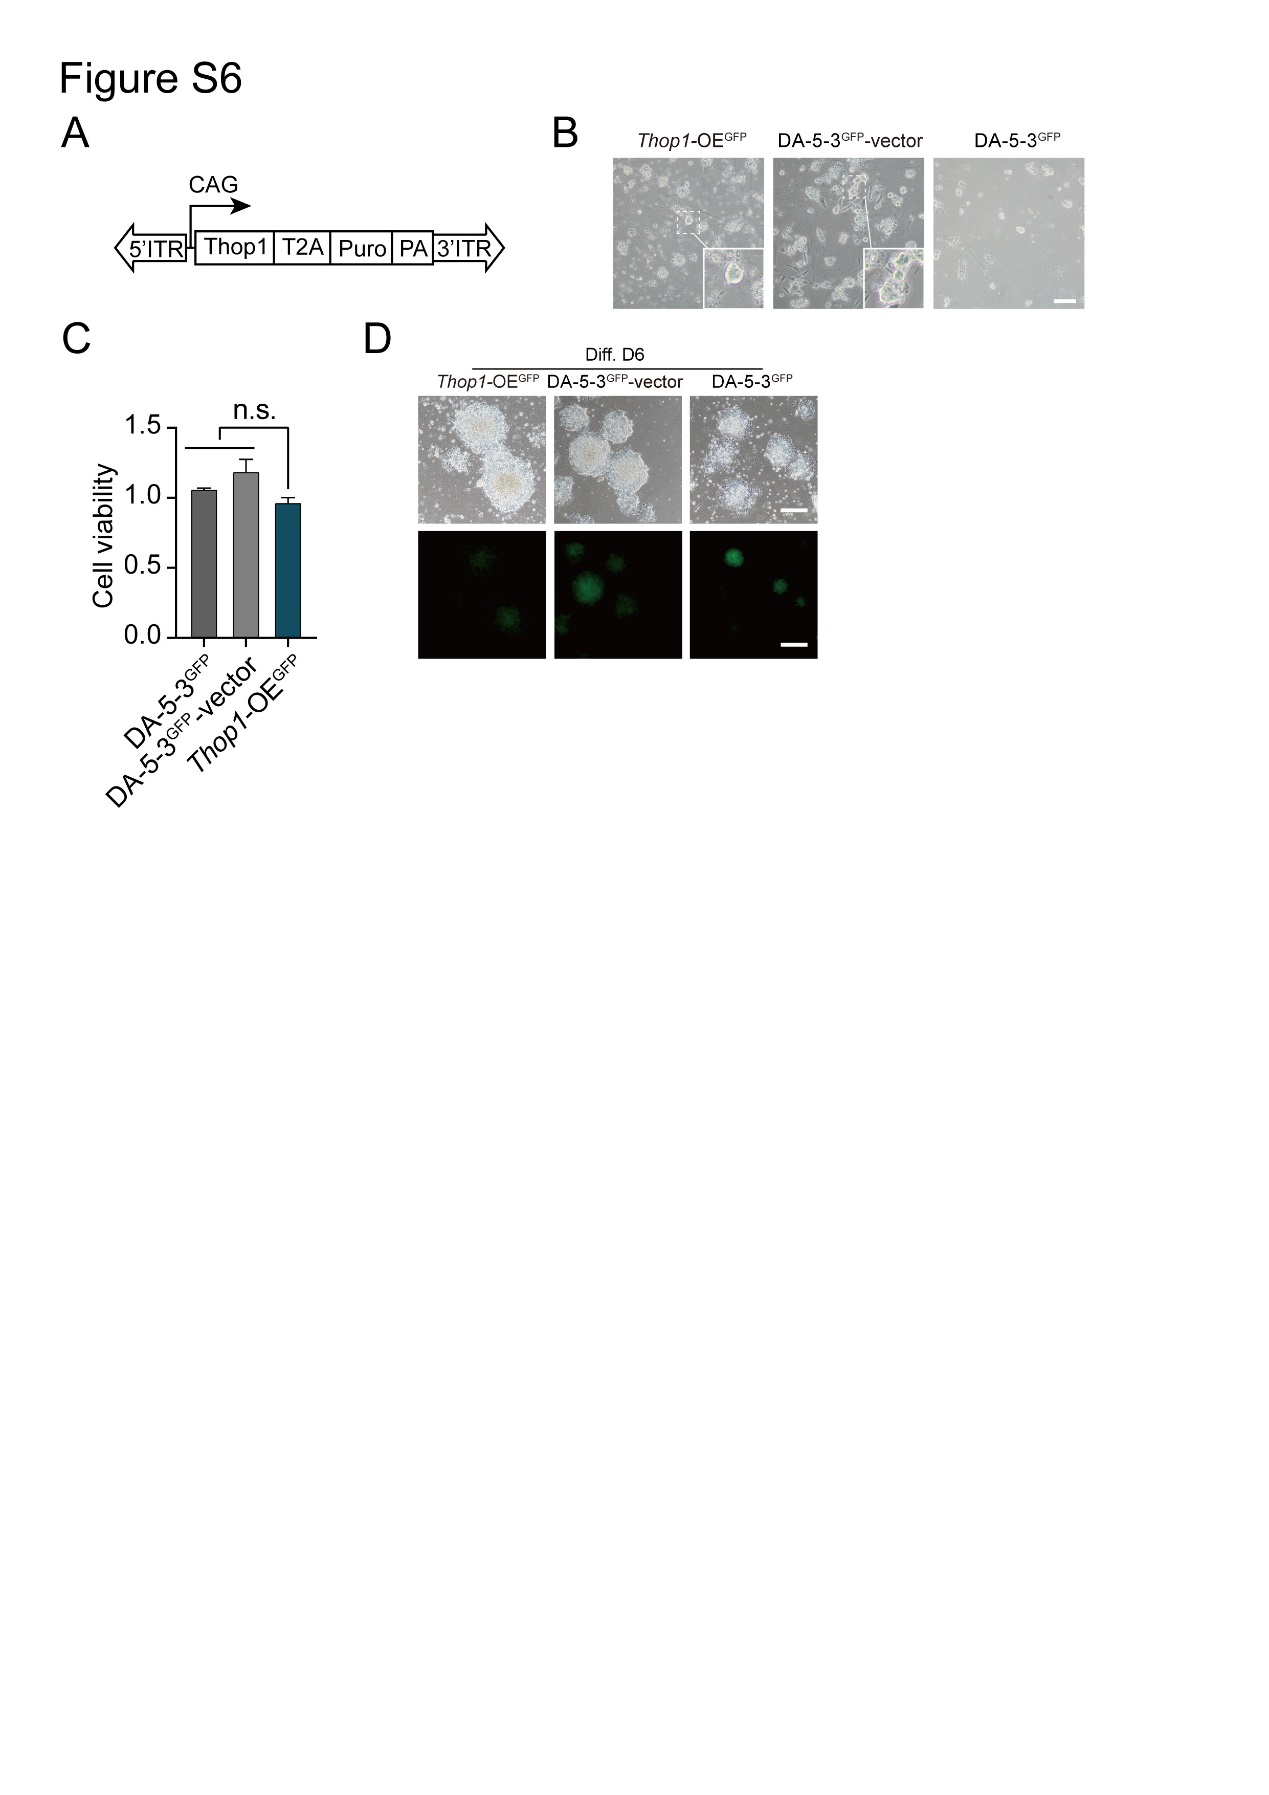

**Figure S6, related to Figure 6 - Overexpression *Thop1* in rat ESCs.**

(A) Schematic diagram of the plasmids of PB-*Thop1*-OE.

(B) DA-5-3^GFP^ transfected with plasmids of PB-*Thop1*-OE and empty vectors were selected for puromycin on day 2. DA-5-3^GFP^ without transfection was used as a control. Scale bar, 100 μm.

(C) Cell viability of DA-5-3^GFP^, DA-5-3^GFP^-vector and *Thop1*-OE^GFP^ cells cultured in 2i/LIF medium on day 3. t test, ***p < 0.001. The data was represented as the mean ± SEM.

(D) Comparison of differentiated cells on day 6 between DA-5-3^GFP^, DA-5-3^GFP^-vector cells and *Thop1*-OE^GFP^ cells in BF and FITC-channel. Scale bar, 100 μm.

**Table S1. Primer Sequences**

How the deposited data were processed for this re-analysis (not part of the article)

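RNA-seq libraries of 1 culture of DA-5-3 GFP and of 3 *Thop1*-KO GFP subclones were analysed. The samples were matched to conditions by their genotype and clone number, which the paper and the deposited labels both give. The authors deposited raw counts per gene, made after removal of noise and adaptors with the FASTX toolkit, and FPKM values. The aligner, the counting program, the genome build and whether reads were assigned by strand are not named in the paper's text. Coordinates are those of the deposited annotation, and no genome was used here. The deposited FPKM values equal the counts divided by gene length and by 1 factor per library that follows DESeq2's size factors. Genes that share reads with overlapping genes or close copies are therefore uncertain.

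Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, libraries were normalized by TMM, and the subclones were compared with the control by the quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 were called DEGs. The standard errors given were derived from the test, as the absolute log2 fold change divided by the square root of its F statistic. A count of up to 3 was taken as the floor, and folds against a control at the floor are lower bounds. The control has 1 library, so the dispersion comes from the 3 subclones, and the difference between the genotypes includes any difference between that single culture or library and the others. The library totals were between 15405499 and 17936544, a range that normalization removes. No duplicated library was found by a chi-square test of the counts of each pair.

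The test was checked on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed and the same 1 against 3 design. With no changed gene, 0 of 14492 genes were called. At a fold of 2, 1 of the 200 changed genes was called (0.5%), beside 6 unchanged genes. At a fold of 4 the test called 129 of the changed genes (64.5%) and 26 unchanged ones. At a fold of 8 it called 162 (81.0%) and 14, and at a fold of 16 it called 183 (91.5%) and 13. Unchanged genes were 6 of the 7 calls at a fold of 2 and 26 of the 155 at a fold of 4. They were 14 of the 176 calls at a fold of 8 and 13 of the 196 at a fold of 16. At each of these folds their share exceeded the threshold set on the adjusted p-value, so the adjustment was too lenient in this simulation. A gene changed by a fold of 2 was thus rarely called where only 200 genes change. The real data gave 2072 DEGs, which makes the adjustment less strict, and data with that many changes were not simulated. The share called at a fold of 2 therefore does not carry over to the real data. Among the 2072 DEGs the share of unchanged genes is not known, and it may also exceed the threshold. In the first version of this simulation the dispersion was a single assumed value; it was replaced by the dispersions estimated per gene.

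The alternatives set before the data were examined were other scalings in edgeR (DESeq2's size factors, upper quartile and library size only), DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, 2 rules with a fold change of 2, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), a loess correction of each library for gene length with a span of 0.3, and leaving out each subclone. A correction for GC content was not run, since no genome was used here. DESeq2 with the rule of the legend of Fig. 5D and camera with an estimated correlation were added after the data were seen. Correlations between libraries were Pearson's r across genes of log2(FPKM + 1). Gene families and gene lists were tested with camera at a preset correlation of 0.01, with fry as an alternative, and set against 10000 random lists matched on mean expression.

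The genes named are *Thop1*, those named in the text and panels of Fig. 3D-G, Fig. 4 and Fig. 5, the 5 genes with the smallest p-value in each direction among DEGs with a symbol, members of the gene lists where a list is reported, and chromosome Y genes with *Xist* as a check of the line. Some genes of these panels are not reported here. The lists, written before the data were examined, were those of the figure panels, the 3 pathway families, fibroblast, primitive endoderm, naive pluripotency, formative, ERK response and early differentiation genes, and the 10 top genes of the insertion screen. Further tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The insertion screen and the qPCR, FACS and blot experiments were not analysed here.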

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

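The use of tests for explanations in this part was chosen after the results were seen. The gene length correction and the gene lists themselves were set before the data were examined. The 13 genes below are not discussed in the paper and were higher in *Thop1*-KO GFP than in DA-5-3 GFP at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They come from the lists written as gene names and from the 5 most significant up-regulated genes; members of the 3 pathway families, which were defined by symbol pattern, were not searched for this part. With 1 control library, a difference between genotypes, between single cultures and between library preparations cannot be separated for any of them: only 1 of the 4 choices of the single library gave as many DEGs as the real one, and 4 choices cannot give a share under 0.25.

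*Nek2*, *Usp22* and *Nudcd3* had log2 fold changes of 4.30, 4.00 and 5.07, each with an adjusted p of 0.00678 from the same edgeR test. In CPM, *Nek2* was at 96.3, 95.0 and 108 in #1, #2 and #3 against 5.05 in the control, and *Nudcd3* at 39.2, 35.1 and 34.8 against 1.08. All 3 genes stayed called under every alternative run, including the correction for gene length, after which 79.0% of all DEGs were still called. A gene length bias is therefore not the whole cause, and the genotype and a difference of the control culture remain open.

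*Tfcp2l1*, a member of the naive pluripotency list, had a log2 fold change of 2.89, and *Dnmt3b*, a member of the formative list, 2.13. *Tfcp2l1* was higher than the control in 3 of 3 subclones (231, 254 and 279 against 34.5 CPM) and stayed called under every alternative. *Dnmt3b* was also higher in 3 of 3 (134, 128 and 87.0 against 26.6), and it lost its call under limma on log2(FPKM + 0.1), with an adjusted p of 0.0528, and on log2(FPKM + 1) without a filter, with 0.176; over its alternatives the adjusted p-value ran from 5.66e-07 to 0.176. These are single genes. The members of the naive list went both ways (median log2 fold change -0.08, with 2 genes called higher and 1 lower). The gene called lower, *Dppa5*, has only 354 bases of exon sequence. It lost its call after the correction for gene length (log2 fold change -0.44, adjusted p = 0.222 from edgeR), whereas *Esrrb* and *Tfcp2l1* kept theirs. Limma's fry and camera tests with Benjamini-Hochberg adjustment both gave the direction up, with adjusted p-values of 0.0506 and 0.270, so the direction of the list stays open. No biological explanation was tested.

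Among the ERK response genes, *Il17rd* had a log2 fold change of 6.32, *Spred2* 1.69, and *Spry1* was at least 14.8-fold higher. *Il17rd* was at 128, 30.4 and 85.4 CPM in the subclones against 1.01, so the subclones themselves spread over a wide range. *Spry1* had 66, 41 and 49 counts against 1. All 3 genes lost their call under limma on log2(FPKM + 1), with adjusted p-values of 0.0643 for *Il17rd*, 0.0580 for *Spred2* and 0.0744 for *Spry1*, and on log2(FPKM + 1) without a filter, with 0.258, 0.190 and 0.301. *Il17rd* and *Spred2* also lost it under limma on log2(FPKM + 0.1), with 0.0528 and 0.0614. However, *Etv4* and *Spry4* of the same list were lower in *Thop1*-KO GFP, and they too lost their call under all 3 limma settings (adjusted p = 0.0861, 0.115 and 0.327 for *Etv4*, and 0.0699, 0.0990 and 0.249 for *Spry4*, on log2(FPKM + 1), on log2(FPKM + 0.1) and without a filter). Of the list, 33.3% were DEGs against 13.8% of the other genes (Fisher's exact test, two-sided, p = 0.0451, not adjusted over the 10 lists), but the list as a set showed no direction (camera, unadjusted p = 0.993). A lower or higher ERK output cannot be told apart from other causes with these genes, since the members move both ways. The paper's methods also describe culture with the MEK inhibitor PD0325901, under which its blots showed no significant p-ERK in either genotype.

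Of the fibroblast list, *Col5a1* and *Col5a2* had log2 fold changes of 1.63 and 5.46, *Fn1* had 1.22, and *Lox* was at least 10.2-fold higher. *Lamb1*, of the primitive endoderm list, had 1.49. *Col5a2* was highest in subclone #2, with 34.4 CPM there against 8.82 in #1, 11.0 in #3 and 0.404 in the control. Its log2 fold change without #2 was 4.59, so the size of the change, but not its direction, depended on #2. *Fn1* did not depend on a subclone, at 3797, 3764 and 3892 CPM against 1640. *Col5a1* lost its call after the correction for gene length (adjusted p = 0.0592 from edgeR), and both *Col5a1* and *Col5a2* lost theirs under all 3 limma settings (adjusted p = 0.0856 and 0.144 on log2(FPKM + 1)). *Lox* and *Lamb1* lost theirs under limma without a filter (adjusted p = 0.581 and 0.101); *Lox* was removed by the filter of the other limma settings and was not tested there. RNA of the feeder cells on which the paper grew its ESCs is a technical explanation that cannot be told apart from a change in the ESCs themselves. Of the 15 fibroblast genes tested, 14 were highest in #2 among the subclones, and 6 of the 8 abundant ones lay above the control in all subclones. Against this, *Dcn*, *Lum* and *Thy1* of the list had 0 counts in all 4 libraries. The explanation stays open because the paper names no species for its feeder cells and no table here gives the expression of those cells.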

How the results depend on the processing

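The alternatives were set before the data were examined, apart from DESeq2 with the legend's rule and camera with an estimated correlation. No paired analysis was possible because the control has 1 library with no replicate number. The correction for GC content was not run. The causes of the changes below were not tested, except where a rule itself admits more or fewer genes.

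The DEGs numbered 1295 higher and 777 lower. With the legend's rule (unadjusted p-value and a fold change of 2) they were 2443 and 1597, by construction of the rule. DESeq2 gave 1987 higher, limma on log2(FPKM + 1) 664 higher, limma on log2(FPKM + 0.1) 796 higher and 339 lower, and limma without a filter 218 higher, so that 26.5% rather than 62.5% of its calls were higher. This last fit includes 14870 genes with an FPKM of 0 in every library. They enter its variance estimates and its adjustment, so the calls lost under it are weak evidence. Library size only gave 70.0% higher, and moved the median of all genes to 0.13. The other alternatives stayed within 1.5 times. Genes that differed by a fold of 2 with no test ranged from 3398 to 3680 higher and from 2466 to 2923 lower across the 3 fits that each left out 1 subclone, against 3560 and 2535.

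*Thop1* kept its direction under every alternative and lost its call only under limma: the log2 fold changes were -1.67 (adjusted p = 0.0567) on log2(FPKM + 1), -1.69 (0.0632) on log2(FPKM + 0.1) and -1.67 (0.204) without a filter. For 46 named genes, 542 tests under alternatives gave 478 with the same call, 39 weaker, 25 stronger and 0 reversed. Leaving out a subclone gave 138 values, with 0 changes of sign.

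Of the 19 pluripotency genes, 4 were called, but 2 under limma on log2(FPKM + 1), 2 on log2(FPKM + 0.1), 1 without a filter and 7 under DESeq2 with the legend's rule. Of the apoptosis genes, 0 were called, but 3 under upper quartile normalization, 3 under DESeq2, 2 after the gene length correction, 2 under the legend's rule in edgeR and 2 in DESeq2. Of the 9 MAPK genes, 4 were called, but 9 under DESeq2, 9 under the legend's rule in edgeR, 9 in DESeq2, and 2 under limma without a filter. The 7 GSK3 and JAK-STAT genes gave 0 under every setting, with 3 at an unadjusted p-value under 0.05.

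The mean correlation between subclones was 0.986, and 0.978 with log2(FPKM + 0.1), 0.970 with the FPKM filter, 0.947 with Spearman's rho and 0.974 with edgeR's log2 CPM; without 1 subclone it ran from 0.981 to 0.990. The mean with DA-5-3 GFP was 0.950, and 0.895, 0.916 and 0.907 with the filter, Spearman's rho and edgeR; without 1 subclone it ran from 0.947 to 0.953.

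For the gene families, the legend's rule reversed the odds ratio of the MAPK family from 0.62 to 1.32 and raised that of the JAK-STAT family from 1.39 to 3.27. The fibroblast list passed 0.05 only with DESeq2's size factors in edgeR (median log2 fold change 1.51, camera adjusted p = 0.0496, against 0.0520 to 0.0752 under the other scalings). The ERK response list changed direction under fry (adjusted p = 0.661), and the median of the early differentiation list turned to -0.0176 with upper quartile normalization. Without 1 subclone the list medians ran from 0.56 to 0.72 for MAPK, 0.34 to 0.47 for JAK-STAT, 0.38 to 0.45 for GSK3, 0.97 to 1.79 for fibroblast, 0.82 to 1.47 for primitive endoderm, 1.30 to 1.69 for formative, -0.16 to 0.000713 for naive pluripotency, -0.10 to 0.25 for ERK response, -0.0243 to 0.12 for early differentiation and 0.40 to 0.71 for the screen's genes. Leaving out subclone #2 lowered the fibroblast median from 1.52 to 0.97, the primitive endoderm median from 1.38 to 0.82 and that of the screen's genes from 0.70 to 0.40, more than 1.5 times each. The medians of the naive pluripotency, ERK response and early differentiation lists changed sign when 1 subclone was left out.

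The single control library limits every test. In simulated data of the same design 0.5% of genes changed by a fold of 2 were called, so a missing call is no evidence against a change of that size.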

Differences from the paper's values

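The expression of *Thop1* in subclone #2 relative to DA-5-3 GFP was 0.25 in the RNA-seq counts, against the paper's value of about 0.05 in Fig. 4B, read by eye, which was measured by qPCR. None of the scalings closed the gap: it was 0.25 with DESeq2's size factors, 0.277 with library size only and 0.25 in FPKM.

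The lowest correlation between a subclone and DA-5-3 GFP was 0.945, against the paper's value of about 0.93 in Fig. 5A, read by eye. The paper's text does not name its correlation measure. The lowest value was 0.941 with log2(FPKM + 0.1), 0.885 with the FPKM filter, 0.913 with Spearman's rho and 0.897 with edgeR's log2 CPM, and none of these alternatives, set before the data were examined, came within the replicate SD of the paper's value. The lowest pair in Fig. 5A is that of #3, while here it was that of #1.

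The log2 fold change of *Gsk3b* was -0.45, with an SD of 0.02 among the subclones, against the paper's value of about -0.4 in Fig. 5D, read by eye. Limma on log2(FPKM + 1), with and without a filter, gave -0.40 and met the paper's value. The other alternatives did not, from -0.55 with upper quartile normalization to -0.38 with library size only. The axis of the figure can be read to 1 decimal only. At that precision the value here, -0.448, rounds to -0.4, so a real difference from the paper is not shown. Of the 16 log2 fold changes read from Fig. 5D, this was the 1 that differed by more than the SD among the subclones. No allowance was made for the error of reading by eye.

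The paper states that *Bax* was down-regulated. It was lower here, but not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.0776). It was called with upper quartile normalization (0.0446) and when adjusted over the list alone. DESeq2 did not call it (0.108). Its adjusted p-value ran from 0.0446 to 0.181 over the alternatives.

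The paper counts *Dusp9*, *Dusp1* and *Cyld* among the DEGs. They were higher here but not called by edgeR (adjusted p = 0.101, 0.0729 and 0.0732). DESeq2 called them (0.0362, 0.0152 and 0.0464), as did the legend's rule in edgeR, adjustment over the list alone, and DESeq2 with the legend's rule, the last of which was chosen after seeing the values. *Fgf19* was called under the same settings, and also without a filter on low counts and with the gene length correction.

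The legends of Fig. 5B and Fig. 5C present their genes as DEGs. Here 15 of the 19 pluripotency genes were not called. Of these, *Dusp9* and *Inhbb* were called by DESeq2 and by the legend's rule in edgeR, *Inhbb* also without a filter on low counts and adjusted over the list alone, and *Myc* only by DESeq2 with the legend's rule, chosen after seeing the values. None of the apoptosis genes were called; at an unadjusted p-value under 0.05 there were 7. *Casp6* and *Eif2ak3* were called by DESeq2, by the legend's rule in either tool and when adjusted over the list alone, and *Capn1* only when adjusted over the list alone.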

Other observations

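The tests in this part were chosen after the results were seen, apart from the gene lists and the gene length correction, which were set before the data were examined. A few other properties, among them overlapping genes, gene density and ribosomal protein genes, were also looked at and are not reported.

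The control library differs from the subclones in gene length. Among 12769 expressed genes, the shortest eighth had a median log2 difference of -0.51 between the mean of the subclones and the control, and the longest eighth 0.29 (Spearman's rho with gene length 0.24 across genes, which are not independent; -0.15 to 0.13 for each subclone against the other subclones). The loess correction of each library for gene length left 1637 of the 2072 DEGs called, or 79.0%, so this trend is not the whole cause of the difference. A candidate explanation of the trend is that reads of the control concentrate at the 3′ ends of transcripts. Among genes that the authors added within 5 kb of an annotated gene on the same strand, the 54 on the 3′ side differed from the 91 on the 5′ side by -0.51 in the control (permutation test, two-sided, p = 0.0219), that is, they were relatively higher there. Each subclone against the other subclones differed by -0.05 to 0.05 (p = 0.543 to 0.713, permutation test). The reference was changed after a first result, in which each library was set against the other 3: subclone #2 then differed by 0.26 (p = 0.00880, permutation test), with the control among its references. With 1 control library, RNA quality cannot be told apart from the genotype.

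Mitochondrial genes took 2.04% of the counts in the control and 1.32%, 1.31% and 1.31% in #1, #2 and #3. Genes added by the authors took 2.48% against 1.49%, 1.48% and 1.47%. Of 24 mitochondrial genes tested, 10 were called lower and 0 higher in *Thop1*-KO GFP. A different degree of RNA degradation or handling may give such shares, and so may the genotype; the 2 cannot be told apart, since the shares differ only between the control and the subclones. Genes of stable complexes also spread more between the control and a subclone than between subclones. The SD of the log2 ratio across genes was 0.65 to 0.79 against 0.31 to 0.36 for 69 mitochondrial ribosome genes, 0.31 to 0.37 against 0.19 to 0.25 for 33 proteasome genes, 0.53 to 0.64 against 0.29 to 0.35 for 24 RNA polymerase genes, and 1.00 to 1.19 against 0.40 to 0.65 for 8241 genes in all.

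Only 1 of the 4 choices of the single library, the real one, gave 2072 DEGs, and the others gave 0. With 4 choices this share cannot go under 0.25, so the design cannot exclude that 1 library of any kind stands apart. A subclone taken alone is also tested against a group that holds the control, which widens the spread.

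Of 15 fibroblast genes tested, 14 were highest in #2 among the subclones, where 38.1% of all genes are (binomial test, p = 1.33e-05, with genes taken as independent, which they are not). For the 11 primitive endoderm genes the number was 3, and for the 16 naive pluripotency genes 6. Of the 8 fibroblast genes with at least 5 CPM on average, 6 lay above the control in all 3 subclones, and *S100a4* and *Tagln* lay inside the range. RNA from feeder cells, at a larger share in #2 or in all subclones, could give these patterns. A further check was added only after the 14 genes had first been read as speaking for feeder RNA: of the 19 list genes in the table, *Dcn*, *Lum* and *Thy1* had 0 counts in every library, which allows at most 0.195 CPM in the smallest library, while *Col1a1* was at 304, 555 and 374 CPM in #1, #2 and #3 and at 190 in the control. These zeros speak against feeder RNA if the feeder cells express those genes, which no table here shows, and if their reads would be counted. The species of the feeder cells is not named in the paper, and *Nr0b1* of the naive list also had 0 counts, whereas 0 of 71 mitochondrial ribosome genes lacked counts. Feeder RNA and a change in the ESCs therefore cannot be told apart.

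The ERK response list was looked at beside the p-ERK result, which the paper measured in other cultures. In 2i/LIF medium, which contains the MEK inhibitor PD0325901, the paper's blots showed no significant p-ERK in either genotype. The difference in p-ERK was seen only without PD0325901. If the sequenced cells grew in 2i/LIF, as the paper's methods describe for its rat ESCs, the list cannot test that result. Its median log2 fold change was 0.18, and camera gave an unadjusted p of 0.993, as 3 genes were called higher and 2 lower. *Etv4* was at -3.15 and *Spry4* at -2.18, while *Il17rd* was at 6.32. A lower ERK output in the subclones may lower some of these genes, but members that move both ways decide nothing.

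No list passed 0.05 with camera after Benjamini-Hochberg adjustment over the 10 lists. The adjusted p-values were 0.0521 for the fibroblast list (median log2 fold change 1.52), 0.0754 for the MAPK family (0.76), 0.261 for the GSK3 family (0.42), 0.261 for the 4 formative genes tested (1.61), 0.270 for primitive endoderm (1.38), 0.270 for naive pluripotency (-0.08), 0.398 for the JAK-STAT family (0.35), 0.439 for early differentiation (0.08), 0.604 for the screen's genes (0.70) and 0.993 for ERK response. The fibroblast list had 0.305 under fry. The early differentiation and the primitive endoderm list share *Gata4*, *Gata6*, *Sox17* and *Foxa2*.

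The medians of the log2 fold changes of 21 chromosomes lay within 0.27 of 0, the value of chromosome X being the largest in size. An extra copy in all cells of the control or of the subclones would shift a chromosome by 0.58, so these medians argue against the gain or loss of a whole chromosome in all cells of either; a change in part of the cells is not excluded.

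On chromosome Y, 48 genes had together 19, 24 and 10 counts in #1, #2 and #3 and 1 in the control. *Eif2s3y* had 1, 6 and 0 counts against 0, and *Kdm5d* and *Usp9y* had 0 in all 4 libraries. *Ddx3y* is placed on chromosome 13 in the deposited annotation.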
